# Short palate, lung, and nasal epithelial clone 1 (SPLUNC1) level determines steroid-resistant airway inflammation in aging

**DOI:** 10.1152/ajplung.00315.2021

**Published:** 2021-12-01

**Authors:** Anil Kumar Jaiswal, Jyoti Yadav, Sangeet Makhija, Maninder Sandey, Amol Suryawanshi, Amit Kumar Mitra, Amarjit Mishra

**Keywords:** aging, airway inflammation, dendritic cells, SPLUNC1, steroid-resistant asthma, INTRODUCTION

## Abstract

Asthma and its heterogeneity change with age. Increased airspace neutrophil numbers contribute to severe steroid-resistant asthma exacerbation in the elderly, which correlates with the changes seen in adults with asthma. However, whether that resembles the same disease mechanism and pathophysiology in aged and adults is poorly understood. Here, we sought to address the underlying molecular mechanism of steroid-resistant airway inflammation development and response to corticosteroid (Dex) therapy in aged mice. To study the changes in inflammatory mechanism, we used a clinically relevant treatment model of house-dust mite (HDM)-induced allergic asthma and investigated lung adaptive immune response in adult (20–22 wk old) and aged (80–82 wk old) mice. Our result indicates an age-dependent increase in airway hyperresponsiveness (AHR), mixed granulomatous airway inflammation comprising eosinophils and neutrophils, and Th1/Th17 immune response with progressive decrease in frequencies and numbers of HDM-bearing dendritic cells (DC) accumulation in the draining lymph node (DLn) of aged mice as compared with adult mice. RNA-Seq experiments of the aged lung revealed short palate, lung, and nasal epithelial clone 1 (SPLUNC1) as one of the steroid-responsive genes, which progressively declined with age and further by HDM-induced inflammation. Moreover, we found increased glycolytic reprogramming, maturation/activation of DCs, the proliferation of OT-II cells, and Th2 cytokine secretion with recombinant SPLUNC1 (rSPLUNC1) treatment. Our results indicate a novel immunomodulatory role of SPLUNC1 regulating metabolic adaptation/maturation of DC. An age-dependent decline in the SPLUNC1 level may be involved in developing steroid-resistant airway inflammation and asthma heterogeneity.

Asthma is a chronic disease of the upper airways that influence people differently across the lifespan, affecting 7% of the population older than 65 yr (1–3). The heterogeneity of asthma is known to change with age and complicate responses to therapy, thereby impacting health outcomes (4, 5). Asthma in older adults is superimposed on a background of aging-associated lung and immune changes and classified as long-standing (childhood-onset) or late-onset asthma (6–9). A large body of evidence from human studies and rodent models implicates that airway inflammation associated with asthma and responses to therapy in the elderly differs from that in adult subjects with asthma (9–12). Neutrophilic airway inflammation, similar to that noted in severe noneosinophilic asthma, is present in the airways of older people and responds poorly to steroid therapy (7, 13, 14). Increased airspace neutrophil numbers contribute to asthma exacerbation in the elderly, mirroring the changes seen in patients with severe asthma with neutrophil-predominant and mixed Th1/Th17 cytokine signatures (3, 15–17). However, little is known whether this heterogeneity resembles the same disease in aged individuals as in adults or at least has a different cause and pathophysiology.

The microenvironment within the airways and bronchioles changes during aging and airway inflammation. For example, senescence-associated secretory phenotype (SASP) components wield potent effects on adjacent cells and influence dendritic cell-airway epithelial cell (DC-AEC) cross talk and T cell effector function, each of which regulates adaptive lung immunity ultimately promoting functional airway deterioration (18–23). The airway mucosa is lined by AECs, closely associated with antigen-presenting DCs, and secretes inflammatory mediators, activating the local DC network in the airways (24, 25). Subsequently, the development of an effective T cell-mediated adaptive immune response to inhaled allergens requires activation and efficient allergen recognition by DCs (26, 27). Current geriatric studies suggest that DCs from aged individuals are more proinflammatory and exist in a semiactivated state in the absence of stimuli than DC from adults, which triggers the AECs to secrete chemokines altering the barrier properties (28, 29). Moreover, aged DC are less responsive to retinoic acid (RA), impair mucosal tolerance, and accelerate steroid-resistant airway inflammation (30–32). However, changes in airway signals and molecular mechanisms that impact lung DC function and consequently modify the adaptive immune response to the inhaled allergen, triggering asthma in aging, are poorly understood.

Short palate, lung, and nasal epithelial clone1 (SPLUNC1) are the most abundantly expressed secretory proteins in healthy lungs, which serve as an allosteric modulator of epithelial Na^+^ channel (ENaC), regulates mucociliary clearance, and maintains epithelial integrity in the upper airways (33–36). Moreover, due to its structural similarity with other bacterial permeability-increasing protein fold-containing (BPIF) family members and LPS-binding capacity, antimicrobial functions against various pathogens have been suggested (37–40). Previous studies have demonstrated that the production of SPLUNC1 by epithelial cells is markedly reduced in Th1-induced or Th2-induced airway inflammation, suggesting a direct role of SPLUNC1 in allergic asthma (38, 41). Interestingly, in an allergic setting, it has been shown that *SPLUNC1*^−/−^ mice develop severe eosinophilic airway inflammation due to the increased capacity of eotaxin-2 production by alveolar macrophages (42). Furthermore, SPLUNC1 acts as a smooth muscle relaxing factor and suppresses smooth muscle contractility by directly binding and inhibiting Ca^2+^ influx channel Orai1 (43). Although the ion-channel regulating function and the antimicrobial role of SPLUNC1 are known, the biological significance of an immunomodulatory function remains unclear.

In the present study, we show that the response to common aeroallergen house-dust mite (HDM) and induction of airway inflammation is dysregulated with increasing age, which is manifested by steroid-resistant neutrophilic inflammation and Th1/Th17 signatures in the aged lung as compared with eosinophilic/Th2 high adult lung. We demonstrate that epithelium-derived SPLUNC1 levels in the airways progressively decline with increasing age and further by inflammation. Ex vivo, we show that recombinant (r) SPLUNC1 accelerates DC glycolytic reprogramming, maturation, and promotes proliferation of OTII and Th2 cytokine secretion. Our findings collectively suggest SPLUNC1 as a steroid-responsive gene promoting DC-mediated immune priming function that progressively declines with age. Therefore, we propose that a reduction in SPLUNC1 level may in part accelerate steroid-resistant airway inflammation and asthma heterogeneity in aging.

## METHODS

The authors declare that all supporting data are available within the article. All procedures and protocols involving animals were approved by the Institutional Animal Care and Use Committee of Auburn University (Auburn, AL).

### Mice Allergen (HDM) Sensitization/Challenge and Dex Treatment Protocol

Young (6–8 wk old), adult (20–22 wk old), and aged (80–82 wk old) wild-type BL/6J mice of both sexes and B6.Cg-Tg(Tcra Tcrb)425Cbn/J, which expresses a transgenic MHCII-restricted TCR that binds the OVA peptide antigen, OVA_323–339_ mice (44) were purchased from Jackson Laboratories (Bar Harbor, ME). Mice were sensitized with 50 μg of HDM in a volume of 40 μL through the intranasal (in) route on *days 1*, *3*, and *5*. The challenge phase was divided into three consecutive HDM administration phases (50 μg in administration/mouse) on *days 11–13*, *18–20*, and *25–27*, respectively. In the treatment protocol, mice receive dexamethasone injection (Sparhawk Laboratories, Lenexa, KS) (4 mg/kg body wt, ip) or sterile saline every 72 h during the HDM challenge period. After the last HDM challenge, mice were anesthetized using ketamine (100 mg/kg) and xylazine (10 mg/kg) and bronchoalveolar lavage (BAL), mediastinal lymph node (DLn), and lung lobes were harvested and analyzed.

### Measurement of Airway Hyperresponsiveness

The trachea was cannulated with a 19-G beveled metal catheter, and airway resistance to increasing concentrations of methacholine (Acetyl β-methyl choline, Sigma Aldrich, St. Louis, MO) was directly measured in mechanically ventilated anesthetized mice using an Elan RC Fine Pointe system (DSI, St. Paul, MN). A nebulizer was used to administer ascending doses of methacholine (0, 2.5, 5.0, and 10 mg/mL), and means ± SE values are presented as cmH_2_O per mL/s.

### Assessment of Airway Inflammation

To quantify the inflammation of the airways, each mice lung was washed three times with 0.5 mL of DPBS. Furthermore, RBCs were lysed with ACK lysis buffer for 2–3 min at 4°C, and cells were resuspended in RPMI medium with 10% FBS. BAL cell counts were performed using a hemocytometer, and differential staining for infiltrating cells was performed by flow cytometry. BAL levels of CCL24 and CXCL1 (KC1) chemokines were determined using quantitative ELISA kits from R& D Systems (Minneapolis, MN). The lung was fixed with 10% formalin for 24 h, dehydrated through gradient ethanol, and embedded in paraffin for histopathology. Lung sagittal sections were cut to a thickness of 5 μm and stained with hematoxylin and eosin.

### In Vivo Dendritic Cell Migration

HDM extracts (*Dermatophagoides pteronyssinus*) were labeled with Alexa Fluor 647 (AF647) Protein Labeling Kit (Molecular Probes, Life Technologies) according to the manufacturer’s instruction. The labeled HDM was administered (50 µL; in administration) to adult (20–22 wk old) and aged (80–82 wk old) mice. Lungs and DLNs were harvested after 72 h, and the number of CD11c^+/^MHC-II^hi/^SSC^lo/^CD11b^+/^HDM^+^ DCs were quantified by flow cytometry as reported before (45).

### Flow Cytometry

Lungs lobes were harvested and digested by enzymatic digestion using type IV collagenase (1 mg/mL) and DNase I (0.1 mg/mL) (Worthington, Lakewood, NJ) for 30 min at 37°C with agitation. Before performing surface staining, suspensions of single cell (1–2 × 10^6^ cells) were preincubated with Fc Block antibody (BD PharMingen) in staining buffer [1X DPBS, 3% FBS, 2 mM EDTA, and 10 mM 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid] at 4°C for 10 min. Furthermore, cells were first stained with Live/Dead Fixable Violet Staining Kit (Invitrogen) in 50 μL of PBS for 15 min at 4°C. After washing cells with staining buffer, cocktails of desired cell surface antigens were incubated in 50 μL of staining buffer for 30 min at 4°C in the dark. BAL eosinophils (Eos), neutrophils (Neu), macrophages (Mac), and lymphocytes (Lym) were identified using antibodies against rat anti-mouse CD45R(B220)-Alexa Fluor 488 (clone, RA3-6B2), CD3-Alexa Fluor 488 (clone, 145-2C11), I-A/I-E (MHC-II)-PE-Cy7 (clone, M5/114.15.2), CD11c-APC-eFluor780 (clone, N418), and F4/80-E-Fluor 450 (clone, BM5) all from eBiosciences except anti-mouse CCR3-PE (clone 83101) (R&D Systems) and Gr1-(Ly6G/Ly6C)-APC (clone, RB6-8C5) from BioLegend. To detect Glut-1 expression, cells were stained with live/dead fixable stain and immediately fixed with Fix/Perm buffer (eBiosciences). After washing, cells were stained with anti-Glut-1-PE antibody (Novus biologicals), and surface and endogenous expressions of Glut-1 were determined by flow cytometry.

To assess the intracellular cytokines, single-cell lung suspensions were first stained with surface markers against rat anti-mouse CD3-Alexa Fluor 647 (clone 17-A2), CD4-APC-eFluor 780 (clone GK1.5) from eBiosciences. After a single washing with staining buffer, cells were further fixed for 30 min with IC Fixation Buffer (eBiosciences). Followed by a wash with 1X Perm/Wash buffer (BD Biosciences), cytokines were detected after incubation with monoclonal antibody cocktails of rat anti-mouse IL-13-Alexa Fluor 488 (eBio13A), IL-17-eFluor 450 (eBio17B7), and IFN-γ-PerCP-Cy5.5 (cone, XMG1.2), (all from eBioscience) in 50 μL 1X Perm/Wash buffer (BD Biosciences) for 30 min at room temperature. Cells were washed and resuspended in staining buffer and analyzed by flow cytometry. Absolute cell counts were determined using hemocytometer, and flow cytometry data were acquired on a cytometer (LSR-II; BD Biosciences). Data were further analyzed using FlowJo software (TreeStar).

### Magnetic Sorting of Lung Dendritic Cells and Airway Epithelial Cells

Single-cell suspension was prepared using freshly isolated mice lungs, as stated earlier. Airway epithelial cells (AECs) were isolated with EasySep APC Positive Selection Kit (StemCell Technologies, UK) according to the manufacturer’s instructions in 5-mL polystyrene round-bottom tubes on the EasySep magnet. Cell suspensions (1 × 10^8^ cells/mL) were centrifuged at 300 *g* for 10 min at 4°C and resuspended in 0.5 mL of recommended medium (PBS containing 2% FBS and 1 mM EDTA) in a 5-mL polystyrene tube. Furthermore, mouse-specific FcR block (1 µg/mL) was added and stained with epithelial cell-specific CD326 (EpCAM) monoclonal antibody (1 µg/mL; clone: G8.8, APC, eBioscience). Using selection cocktail and Rapid Spheres, EpCAM+ cells were selected and were processed for further DC isolation (EasySep Mouse Pan-DC Enrichment Kit; StemCell Technologies) according to the manufacturer’s instructions. Positively selected lung AECs and negatively sorted lung DCs were processed for RNA isolation.

### Quantitative Real-Time Polymerase Chain Reaction

RNA from lung tissue and isolated DCs, AECs, or cultured BMDCs were isolated using TRIzol reagent (Life Technologies, Grand Island, NY), and cDNA was prepared with a High-Capacity RNA to cDNA kit (Applied Biosystems). Quantitative real-time polymerase chain reaction (qRTPCR) was performed using the QuantStudio 6 sand 7 Flex Real-Time PCR Systems (Applied Biosystems). All the genes were quantified using SYBR green primers (Table 1). After amplification, C_t_ values were obtained and analyzed according to the 2^−ΔΔCt^ method considering quantitative PCR efficiency. The C_t_ value of each target gene was normalized to housekeeping gene acidic ribosomal phosphoprotein P0 (36B4).

**Table 1.** List of primer sequences used in the study

	Forward Primer	Reverse Primer
*BPIFA1*	5′- GTCCACCCTTGCCACTGAACCA-3′	5′- CACCGCTGAGAGCATCTGTGAA-3′
*TGF-β*	5′- GGATGCATTCATGAGTATTGC-3′	5′- GCTTCCTGAGGCTGGATTC-3′
*Col1*	5′- TGGACGCCATCAAGGTCTACTGC-3′	5′- GGAGGTCTTGGTGGTTTTGTATTCG-3′
*MMP10*	5′- CCTGTGTTGTCTGTCTCTCCAAGA-3′	5′- CGTGCTGACTGAATCAAAGGAC-3′
*MMP12*	5′- AATTACACTCCGGACATGAAGCGT-3′	5′- GGCTAGTGTACCACCTTTGCCATC-3′
*GR1-α*	5′- AAAGAGCTAGGAAAAGCCATTGTC-3′	5′- TCAGCTAACATCTCTGGGAATTCA-3′
*GR1-β*	5′- AAAGAGCTAGGAAAAGCCATTGTC-3′	5′- CTGTCTTTGGGCTTTTGAGATAGG-3′
*PKM2*	5′- TTAGGCCAGCAACGCTTGTAGTGC-3′	5′- AGATGCTGCCGCCCTTCTGTGATA-3′
*Hif-1α*	5′- GGTTCCAGCAGACCCAGTTA-3′	5′- AGGCTCCTTGGATGAGCTTT-3′
*HK2*	5′- TGATCGCCTGCTTATTCACGG-3′	5′- AACCGCCTAGAAATCTCCAGA-3′
*IRF4*	5′- ACAGCACCTTATGGCTCTCTG-3′	5′- ATGGGGTGGCATCAT GTAGT-3’
*ICOSL*	5′- AGCTTGAACTTACAGACCACGC-3′	5′- CTCTGAAGTTGTGTCTGACATC-3′
*Zbtb46*	5′- AGAGAGCACATGAAGCGACA-3′	5′- CTGGCTGCAGACATGAACAC-3′
*OX40L*	5′- ATGGAAGGGGAAGGGGTTCAACC-3′	5′- TCACAGTGGTACTTGGTTCACAG-3′
*Glut1*	5′- CATCCTTATTGCCCAGGTGTTT-3′	5′- GAAGACGACACTGAGCAGCAGA-3′
*LDHA*	5′- CACTGACTCCTGAGGAAGAGGCCC-3′	5′- AGCTCAGACGAGAAGGGTGTGGTC-3′
*Zbtb46*	5′- AGAGAGCACATGAAGCGACA-3′	5′- CTGGCTGCAGACATGAACAC-3′
*36B4*	5′- GGACCCGAGAAGACCTCCTT-3′	5′- GCACATCACTCAGAATTTCAATGG-3′

p16 (INK4a) (Cdkn2a): TaqMan primer; assay ID: Mm00494449_m1 (Invitrogen: Cat No: 4453320).

### Flow Cytometric Detection of SA-β-Galactosidase

SA-β-galactosidase was detected by flow cytometry in the lung CD45^−^/EpCAM^+^ epithelial cells (AECs), CD45^−^/CD31^+^ endothelial cells (Endo), and CD45^+^/CD11c^+^/CD11b^+^/MHCII^+^ dendritic cells (DC). In brief, single-cell lung suspensions from adult and aged mice were obtained by enzymatic digestion as described above. Lung cell suspensions were incubated for 2 h with C12FDG (33 µM, Thermo Fischer) followed by washing with ice-cold PBS before fluorescence measurement using a flow cytometer (LSR-II, BD Bioscience). Data were analyzed using the FlowJo software.

### Bone Marrow-Derived Dendritic Cell Cultures and Stimulation

Bone marrow-derived dendritic cells (BMDCs) were generated as previously described (46, 47). Briefly, cells were isolated from leg bones of euthanized mice and cultured at a density of 1 × 10^6^ cells/mL in differentiation media [Iscove modified Dulbecco medium (Gibco/Life Technologies, CA) containing 10% heat-inactivated FCS, penicillin-streptomycin (100 U/mL), L-glutamine (2 mM), 2-mercaptoethanol (50 µM), recombinant mouse granulocytes macrophage colony-stimulating factor (20 ng/mL), and recombinant mouse IL-4 (10 ng/mL, PeproTech]. Cultures were supplemented with an equal volume of medium (*day 3* and *day 5*), and nonadherent cells were collected on *day 6* and plated in six-well tissue culture plates at a density of 2 ×10^6^ cells/well in differentiation media. Nonadherent cells were collected on *day 7* for analysis. BMDCs (2−5 × 10^5^) were cultured on 96-well plates and pulsed with HDM (100 µg/mL) in the presence or absence of rSPLUNC1 (5 µg/mL). BMDCs were further processed for RNA isolation and Western blot analysis. In separate experiments, BMDCs were used for XFp assays and extracellular acidification rates (ECARs) measurements.

### BMDC and OT-II Coculture

The ability of BMDCs to induce ex vivo antigen-specific T cell proliferation was assessed using CFSE-labeled splenic CD4^+^ T cells obtained from naïve [B6.Cg-Tg(Tcra Tcrb)425Cbn/J] transgenic mice (Jackson Laboratories, Bar Harbor, ME) that express a transgenic MHCII-restricted TCR that recognizes the OVA peptide antigen (44). Splenic naive CD4^+^ T cells were purified using EasySep Mouse CD4^+^ T Cell Isolation Kit (Stem cells, Vancouver, CA) and were labeled with 5 µM CFDA-SE (carboxyfluorescein diacetate succinimidyl ester; Cayman Chemical, MI) in DPBS for 20 min at 37°C. BMDCs were pulsed overnight with 5 µg·mL^−1^ of OVA_323–339_ peptide (AnaSpec, Fremont, CA) or PBS in the presence or absence of rSPLUNC1 (5 µg/mL. Furthermore, 1 × 10^5^ OVA peptide-specific CD4^+^ OT-II cells were cocultured with 2 × 10^4^ CD11c^+^ BMDCs in 96-well plates for 4 days, and T cell proliferation was quantified by flow cytometry using CFSE dye dilution. Gated CD4^+^ T cells were analyzed using proliferation profile and percent divided as calculated by the FlowJo Proliferation Platform. The quantity of IL4 and IL13 released into the culture supernatant were measured using ELISA. In addition, cells were stained with CD3-Alexa Fluor 647 (clone 17-A2), CD4-APC-Cy7 780 (clone GK1.5) before incubation with GATA3-BV405 (clone TWAJ) for flow cytometry.

### ELISA and Immunoblot Assay for SPLUNC1 Detection

ELISA plates (Nunc MaxiSorp) were coated with rSPLUNC1 and BAL samples and further incubated with polyclonal sheep anti-mouse SPLUNC1 antibody (R&D, Minneapolis, MN), Sheep IgG horseradish peroxidase (HRP) (R&D, Minneapolis, MN), and tetramethylbenzidine substrate (Thermo Fisher Scientific). Data were measured at an optical density of 450 and 560 nm after background correction. To quantify SPLUNC1 level in BAL samples, an equal amount of BAL were resolved by SDS-PAGE using 4%–12% Bis-Tris gel (Thermo Fisher Scientific) and transferred on nitrocellulose membranes (Thermo Fisher Scientific) and probed with anti-mouse SPLUNC1 (1:500; R&D Systems) and anti-rabbit IgG, HRP-linked antibody (1:2,000; Cell Signaling Technologies).

### RNA Sequencing Experiments and Analysis

Total RNA from lung samples of the adult (20–22 wk old) and aged (80–82 wk old) naïve, HDM-treated, and HDM + Dex-treated (*n* = 5) were extracted using RNeasy plus Universal Kits (QIAGEN, MD). The quality of RNA was assessed before being processed for library preparation using Bioanalyzer (Agilent Technologies). The whole transcriptome was amplified, and the library was constructed using TruSeq Stranded mRNA (Illumina; San Diego, CA). Quantitative assessment of library was done using Qubit 2.0 fluorometer (Invitrogen) and evaluated on the high-sensitivity DNA chip (Agilent Technologies). Libraries were sequenced on a NovaSeq 6000 platform (Illumina) using a pair-end 50 bp sequencing strategy. RNA sequencing data were preprocessed and analyzed using the Picard-STAR-limma pipeline. Raw read counts and fragments per kilobase of transcript per million (FPKM) mapped reads abundance were estimated at the transcript and gene levels. Principal component analysis (PCA) was used to identify outliers. Both upregulated and downregulated gene sets are reported on three GO subcategories: biological process (BP), cellular component (CC), and molecular function (MF). FDR q-values were estimated to correct the *P*-values for the multiple testing issue. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE178770 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178770).

### Seahorse Analysis

The Seahorse XFp Extracellular Flux Analyzer (Agilent, Santa Clara, CA) was used to analyze real-time changes of extracellular acidification rates (ECARs) as described earlier (48). BMDCs were plated (120,000 cells/well) in 200 µL in XFp mini-culture plates overnight in an IMDM medium containing 5% FBS at 37°C in the CO_2_ incubator. The culture medium was replaced the next day with a fresh medium containing 5% FCS, stimulated with HDM (100 µg/mL), and treated with and without rSPLUNC1 protein for 16 h. Furthermore, the medium was replaced with a warm X_F_ DMEM base medium (Agilent) containing 2 mM L-glutamine (Agilent, 103579) and 1% FBS. The assay plate was incubated in a non-CO_2_ incubator for 1 h at 37°C. Glycolysis stress tests were performed according to the manufacturer’s protocol with sequential injections of glucose, oligomycin (Agilent), and 2-DG (Sigma) in ports A, B, and C, respectively. The effects on ECAR were recorded three times every 5 min interval, and data were analyzed using Wave software 2.6.1 (Seahorse Bioscience) after normalization with total protein.

### Statistics

Data were analyzed using GraphPad Prism version 7.0 b using either an unpaired *t* test for normally distributed data or a Mann–Whitney test for non-normally distributed data. Multiple comparisons were analyzed using a one-way ANOVA with Sidak’s multiple comparison test or a two-way ANOVA. Data are presented as means + SE. A *P* value < 0.05 was considered significant.

## RESULTS

### Age-Dependent Increase in Steroid-Resistant Neutrophilic Airway Inflammation

Using a clinically relevant murine model of asthma induced by repeated exposure to HDM (*D. pteronyssinus*), a common aeroallergen that is an environmental trigger and risk factor for the development of persistent asthma in the elderly (49), we sought to identify the underlying molecular mechanism of disease severity in the context of aging. We employed a treatment model of HDM-induced asthma in adult (20–22 wk old) and aged (80–82 wk old) B6 mice (Fig. 1*A*). Mice were sensitized and challenged with HDM thrice for three consecutive days with 4 days intervals and received intraperitoneal injections of Dex (4 mg/kg) every 72 h during the challenge period. Differential counts in the bronchoalveolar lavage (BAL) fluid recovered from mice 24 h after the last HDM challenge showed greater neutrophil recruitment in aged mice but more eosinophil predominant airway inflammation in adults (Fig. 1*B*). Dex treatment substantially reduced airway inflammation in adult mice but was ineffective in reducing airway inflammation in the aged. BAL levels of C-C chemokines (CCL24) that recruit eosinophils were significantly decreased with Dex treatment in both ages. However, C-X-C chemokines (KC) that recruit neutrophils were unresponsive to Dex therapy and increased in aged mice compared with adult mice (Fig. 1*C*). In addition, the increase in lung IL13+ CD4+ T cell numbers was greater in adults than in aged mice, and the cells were reduced by 50% upon Dex treatment (Fig. 1*D*). We observed a significantly higher frequency of IL17A^+^ CD4^+^ and IFN-γ^+^ CD4^+^ T cells in aging lungs compared with adults, which was not suppressed by Dex treatment. Although serum levels of HDM-specific IgG1 were significantly decreased with Dex treatment compared with HDM-challenged mice of both ages, HDM-specific IgE levels were not altered in aged mice after Dex treatment (Fig. 1*E*), demonstrating an age-dependent increase in steroid-resistant airway inflammation. Moreover, the aged mice had significantly higher lung resistance and dynamic compliance than HDM-challenged adult mice with increasing doses of methacholine (Fig. 1*F*). In support, histological examinations revealed marked peribronchial inflammatory cell infiltrates in HDM-challenged aged mice, which was not reduced by Dex treatment (Fig. 1*G*). These results demonstrate that the HDM challenge causes predominantly eosinophilic airway inflammation that is fully responsive to Dex treatment in adults, whereas aged lung augments mixed granulomatous neutrophilic inflammation and refractory AHR to Dex treatment.

**Figure 1.**
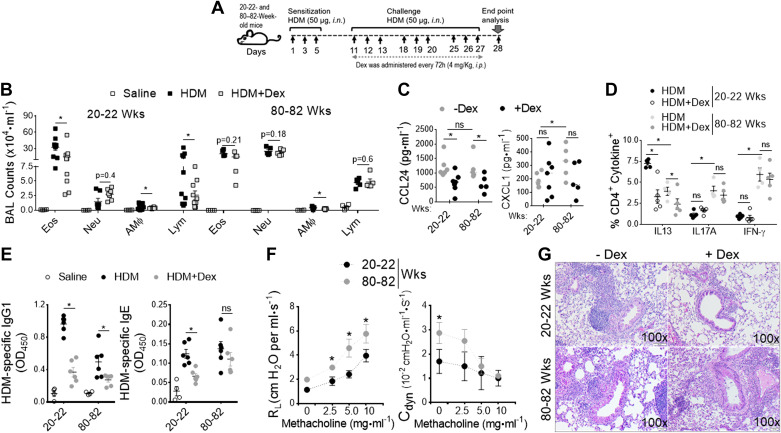
Aging promotes Dex-resistant mixed granulomatous airway inflammation. *A*: adult (20–22 wk old) and aged (80-82 wk old) B6 mice were intranasally sensitized and challenged with HDM (50 μg) and PBS. Mice received Dex (4 mg/kg body wt, ip) or sterile saline every 72 h during the HDM-challenged period as indicated. Endpoint analysis was performed 24 h after the last administration of HDM. *B*: numbers of BAL inflammatory cell types (Eos; eosinophils), (Neu; neutrophils), (AM; alveolar macrophages), and (Lym; lymphocytes) from PBS^−^, HDM^−^, and HDM^+^ Dex-challenged were compared; (*n* = 8–10 mice, significance denoted by *P< 0.01, HDM vs. HDM+ Dex, one-way ANOVA with Sidak’s multiple comparison test). Bar graph shows (*C*) BAL levels of CCL24 and CXCL1 chemokines; (*D*) frequency of CD4^+^ cytokines^+^ T cells in lung; and (*E*) serum levels of HDM specific IgG1 and HDM-specific IgE (*n* = 8–10 mice, significance denoted by *P < 0.05, HDM vs. HDM^+^ Dex, one-way ANOVA with Sidak’s multiple comparison test). *F*: graph plot show AHR (*left*, airway resistance and *right*, lung dynamic compliance to increasing dose of inhaled methacholine in HDM-treated mice) (*n* = 8–10 mice, significance denoted by *P < 0.05, 20–22 wk old vs. 80–82 wk old, one-way ANOVA with Sidak’s multiple-comparison test), and *G*: representative lung histology sections stained with H&E and PAS. Scale bars = 100 μm for the ×100 images. Data are shown as means ± SE of 5–10 mice per group and representative from three independent experiments. AHR, airway hyperresponsiveness; BAL, bronchoalveolar lavage; HDM, house-dust mite.

### A Decline in DC Migration to Draining Mediastinal Lymph Node Is Impacted by Senescence

Migration of activated tissue DC from the site of inflammation to DLn is an essential step in the induction of lung adaptive immune response to inhaled allergens (27, 46). To investigate whether increasing age influences the lung DC repertoire, we evaluated the numbers of different DC subsets in the HDM-challenged lungs of adult and aged mice with and without Dex treatment. Frequencies of total DC in DLn were markedly reduced in aged mice compared with adult mice and are unresponsive to Dex treatment (Fig. 2*A*). Using a previously described approach (Fig. 2*B*) (45), we found a significant reduction in the cDC1 subset in aged mice. However, the cDC2, moDC, and pDC were comparable in aging and adult mice with HDM challenge and after Dex treatment (Fig. 2*C*). Next, we analyzed the capacity of lung DCs to capture and transport HDM-derived antigens to DLn in response to inhaled HDM extracts after 72 h. We found a progressive decline in frequencies (Fig. 2*D*) and numbers (Fig. 2*E*) of HDM bearing Alexa-647^+^ DC in the DLn as mice aged, suggesting that the intrinsic ability of DC to migrate to DLn is compromised in aged mice. In addition, using C12FDG (5-dodecanoyl amino fluorescein di- β-D-galactopyranoside), a fluorogenic substrate for β-galactosidase activity (50, 51) demonstrated that aged lungs (80–82 wk old) had increased frequency of senescent EpCAM^+^ AEC and CD11c+ MHCII^hi^ DC. In contrast, most CD31^+^ endothelial cells were nonsenescent compared with naïve adult lungs (Fig. 3*A*).

**Figure 2.**
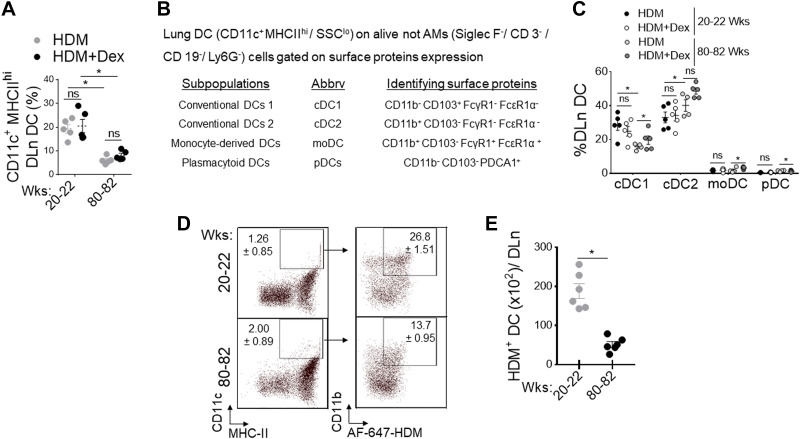
Defective DC migration in aging. Adult (20–22 wk old) and aged (80–82 wk old) wild-type mice were sensitized and challenged by administration of PBS, HDM (50 μg), and or treated with Dex (4 mg/kg, ip). *A*: flowcytometry assessed the frequency of CD11c+ MHC-IIhi CD11b+ DC in DLn (*n* = 4–6 mice per group, significance denoted by *P< 0.01, HDM vs. HDM+ Dex, adult vs. aged, one-way ANOVA with Sidak’s multiple comparison test). *B*: the panel of surface markers used to identify lung DC subsets and (*C*) frequency in adult and aged mice after HDM challenge and Dex treatment (each circle indicates individual mice, *P< 0.01, HDM vs. HDM+ Dex, adult vs. aged, one-way ANOVA with Sidak’s multiple comparison test). Activated DC migration to DLn during the sensitization phase of allergic airway inflammation: Naïve B6 mice intranasally inoculated with AF647-labeled HDM (100 µg/mouse in 50 µL of PBS) and enumerated at 72 h in DLn and analyzed for CD11c+/MHC-II^hi/^CD11b+/HDM+ DC by flow cytometry. *D*: representative dot plot and (*E*) enumeration of migrated AF647+HDM+ DC per DLn. Data are represented as means ± SE of six mice per group and representative of two independent experiments (*P< 0.05, adult vs. aged, unpaired *t* test). DC, dendritic cell; DLn, draining lymph node; HDM, house-dust mite.

**Figure 3.**
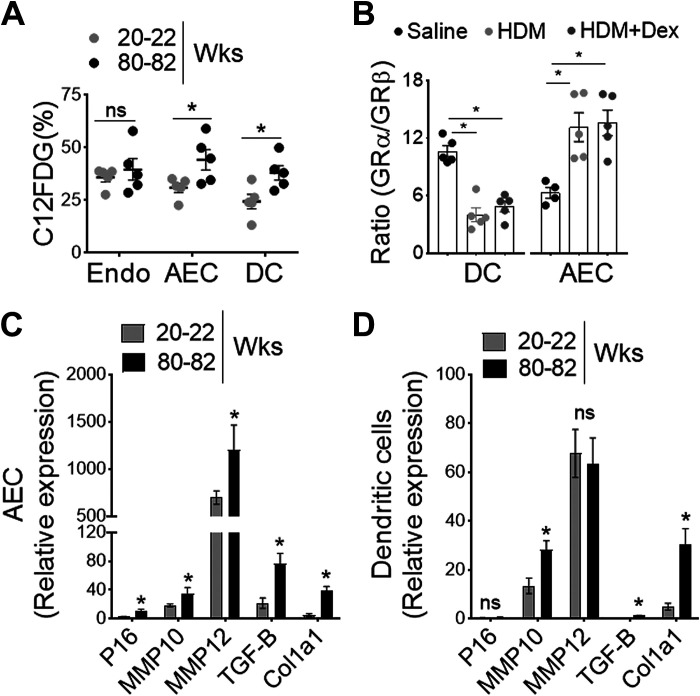
Impact of lung senescence in airway epithelial cells (AECs) and DC. *A*: frequency of C12FDG+ lung endothelial cells (Endo), AECs, and DC from adult and aged mice as measured by SA-β-gal activity-based flow cytometric staining (*n* = 4 or 5 mice per group, *P< 0.01, adult vs. aged, unpaired *t* test), *B*: bar chart shows the ratio of GRα/GRβ expression in isolated lung DCs and AECs from HDM or PBS-challenged aged mice treated with Dex (*n* = 4 or 5 mice per group, *P< 0.01, saline vs. HDM, saline vs. HDM + Dex, one-way ANOVA with Sidak’s multiple comparison test). Bar chart showing relative expression of senescence-associated secretory phenotype (SASP) in isolated (*C*) AECs and (*D*) lung DCs. Data are represented as means ± SE from two independent experiments (*n* = 4 or 5 mice per group, *P< 0.01, adult vs. aged, unpaired *t* test). DC, dendritic cell; DLn, draining lymph node; HDM, house-dust mite; SA-β-gal, SA-β-galactosidase.

Glucocorticoids (GC) such as Dex exerts its immunosuppressive functions via the cytosolic receptor, glucocorticoid receptors (GRs encoded by the *Nr3c1* gene), a member of the nuclear hormone receptor superfamily (52). GR is primarily located in the cytosol and remains inactive in the absence of ligand binding (53); however, it diffuses across the cell membrane and undergoes conformational change following activation (54). Based on the alternative use of exons 9a and 9b, a single GR mRNA can generate functionally distinct two isoforms GRα and GRβ (55). The predominant GRα isoform of the receptor operates as a classical agonist receptor (56), whereas the GRβ lacks the ligand-binding domain and functions as a dominant-negative regulator (57, 58). The elevated level of GRβ suppresses GRα-mediated anti-inflammatory gene activation and is potentially linked to steroid resistance (58, 59). Our results show that GR isoforms expression was reciprocally regulated in lung DCs and airway epithelial cells (AECs) with HDM challenge and Dex treatment in aged mice (Fig. 3*B*). Since the ratio of GRα/GRβ expression was significantly lower in lung DCs than in steroid-responsive AECs with HDM and Dex treatment, these findings strongly suggest an indispensable contribution of aged DC in steroid insensitivity. Senescence-associated secretory phenotype (SASP) such as P16, MMP10, MMP12, and Col1a1 that wield potent effects on adjacent DC, were markedly elevated with aging both in AECs and lung DCs (Fig. 3, *C* and *D*). Collectively, these findings suggest that senescence-associated changes in aged mice may influence DC activity such as antigen uptake and migration to the DLn, thereby influencing airway inflammation and T cell-mediated allergic immune response to the inhaled aeroallergen HDM.

### An Increase in Age Progressively Decreases SPLUNC1 Levels

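RNA-Seq was performed on lung samples of 24 mice in 4 groups. Naïve adult mice (n = 5) were 20 to 22 wk old by the methods, and their sample labels give 20 wk. The aged mice were 80 to 82 wk old by the methods and 80 wk by the labels. They comprised naïve mice (n = 5), mice challenged with house-dust mite (HDM) at 50 µg per dose (n = 7), and HDM-challenged mice treated with dexamethasone (Dex), a synthetic glucocorticoid, at 4 mg/kg every 72 h (n = 7). Lungs of the challenged mice were taken 24 h after the last HDM dose. Fig. 4 names the naïve aged group saline. These numbers of mice are those of the deposited samples, whereas the methods give n = 5 and the legend of Fig. 4 gives n = 4 or 5. By the methods, the authors made stranded mRNA libraries, sequenced both ends of each fragment and processed the reads with the Picard-STAR-limma pipeline. They deposited CPM, the counts scaled to a common library total, for each gene and sample, with a constant of 0.0001 added to every value, so that a gene without a read is listed at 0.0001. Differential expression was computed here from log2(CPM + 1) with limma, by linear models and eBayes with a mean-variance trend. The tests covered the 17744 genes with a mean of at least 1 CPM over the 24 samples, and p-values were adjusted by the Benjamini-Hochberg method. The 19 aged samples were fitted together, and the 10 naïve samples were fitted on their own. CPM of single genes were also compared by two-sided exact permutation tests of the difference in group means.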

We used genome-wide expression profiling of the asthmatic lung transcriptome by RNA-Seq, using the treatment model of HDM-induced asthma in aged mice (Fig. 4) to directly identify lung genes that demonstrate persistently upregulated expression despite Dex therapy during aging. 

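The numbers of reads were estimated from the spacing of the low CPM values. Of the values below 20 spacings, 80.8% to 85.5% per sample lay within 0.05 of a whole multiple of one spacing. If one spacing is 1 read, 10.1 to 33.1 M reads per sample were assigned to genes. The median was 18.5 M in naïve adult, 20.2 M in naïve aged, 13.5 M in HDM and 14.3 M in HDM + Dex samples. Between 15600 and 18168 genes per sample reached 1 CPM. Across genes, which are not independent replicates, the median correlation of log2(CPM + 1) between samples of a group was 0.965 and the lowest was 0.942. Rn7s1 and Rn7s2 encode 7SL RNA, the RNA of the signal recognition particle, and their reads cannot be told apart with certainty. Together they took 9.92% to 42.0% of a sample's CPM. The median share was 16.2% in naïve adult, 10.9% in naïve aged, 28.1% in HDM and 26.8% in HDM + Dex samples. The mean share was 13.3 percentage points higher in HDM (n = 7) than in naïve aged samples (n = 5; exact permutation test, p = 0.00631; adjusted p = 0.0234 over 52 comparisons of sample measures). It exceeded 25% in 5 of the 7 HDM samples, in 4 of the 7 HDM + Dex samples and in 1 naïve adult sample, replicate 1. The sex of each mouse was read from Xist, expressed from the inactive X chromosome, and Ddx3y, a gene of the Y chromosome. Xist was the higher of the pair in all 5 naïve adult, 2 naïve aged, 2 HDM and 4 HDM + Dex samples, and Ddx3y in 3, 5 and 3 of the aged groups. All 8 HDM and HDM + Dex samples with a higher Ddx3y had a 7SL share above 25%. HDM replicate 3 had the fewest estimated reads and 3269 genes without a read, against 398 to 1482 in the other HDM samples.

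**Figure D1:**
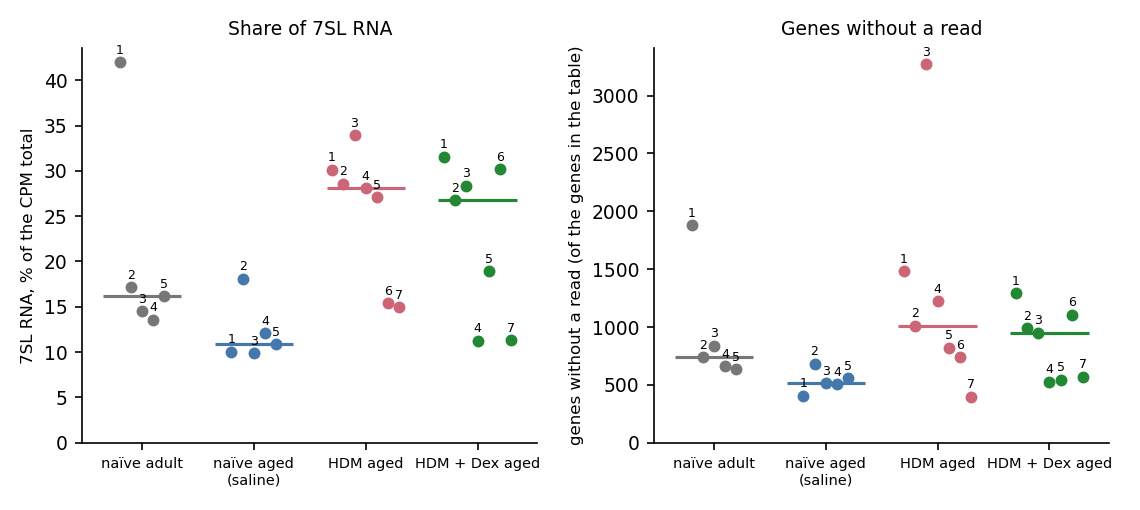
Share of 7SL RNA in percent of the CPM total (left) and number of genes without a read (right) in each of the 24 samples. Points are samples with their replicate number, and lines are group medians. Naïve adult replicate 1 (42.0%) and HDM replicate 3 (3269 genes) lie apart from their groups.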

All samples passed stringent quality control criteria. RNA-Seq-based gene expression analysis of aged lungs showed significantly differentially expressed genes with or without Dex treatment (Fig. 4, *A* and *B*). 

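Compared with saline, 4482 genes (25.3% of those tested) were differentially expressed after HDM at an adjusted p under 0.05 from limma, 717 higher and 3765 lower. In 1546 genes (8.71%) the 7 HDM samples did not overlap the 5 saline samples, where chance gives 0.253%. The median log2 fold change of all genes tested was −0.23. After the CPM were rescaled by median-of-ratios factors, the median was −0.01 and 3981 genes passed, 1930 higher and 2051 lower. The share of higher genes was therefore 16.0% as deposited and 48.5% after rescaling, which by design brings the median near 0. The alternative that moved the count most was a required absolute log2 fold change of at least 1, with 1077 genes.

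Between HDM + Dex and HDM, 171 genes were differentially expressed, 133 higher and 38 lower. In 40 genes (0.225%) these groups did not overlap, where chance gives 0.0583%. With only these groups in the fit, 1 gene passed, and after median-of-ratios rescaling 506 genes passed, 353 higher and 153 lower. HDM + Dex differed from saline in 335 genes, 79 higher and 256 lower, with a median log2 fold change of −0.19 that was −0.01 after rescaling. Rescaled, this comparison gave 167 genes, 87 higher and 80 lower. In total 162 genes changed both with HDM and with Dex, and all 162 changed in opposite directions. Of these, 33 rose after HDM and fell with Dex, and 129 fell and then rose. The HDM samples enter both comparisons with opposite sign, which by itself favors opposite directions.

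Of the 717 genes higher after HDM, 74 were also higher than saline after HDM + Dex. Among these 74, Clca1, Retnla, Mmp12, Slc26a4 and Chil4 rose most after HDM. Clca1, which lies on chromosome 3 from 145003817 to 145032776 (GRCm38), had 0.528 ± 0.409 CPM (SD, n = 5) in saline samples. It had 176 ± 145 CPM (SD, n = 7) after HDM and 456 ± 274 CPM (SD, n = 7) after HDM + Dex. Its log2 fold change against saline was 6.15 (standard error 0.77, adjusted p = 8.88e-05) after HDM and 7.77 (adjusted p = 1.43e-05) after HDM + Dex. Retnla, on chromosome 16 from 48842551 to 48844461, rose from 6.07 ± 2.75 CPM to 489.8 ± 302 CPM after HDM and 564 ± 432 CPM after HDM + Dex. Its log2 fold changes were 5.73 (standard error 0.65, adjusted p = 3.76e-05) and 5.91 (adjusted p = 2.18e-05). Slc26a4 and Chil4, picked out after their values were seen, had log2 fold changes after HDM of 4.24 and 3.65. Reads of Chil4 could have been split with close paralogs in the authors' counting. Arg1 rose by 5.31 (standard error 0.97, adjusted p = 0.000977) after HDM.

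The largest increases with Dex among genes without overlap between the groups were those of Ccdc180 (1.30, standard error 0.19, adjusted p = 0.00685), Nek10 (1.19) and Spag16 (1.16). The largest decreases were those of the immunoglobulin genes Igkv12-46 (−2.69, standard error 0.45, adjusted p = 0.0221), Ighv1-7 (−1.72) and Igkv5-48 (−1.54). Immunoglobulin variable genes resemble one another, so the split of reads between them is uncertain. Of 116 immunoglobulin genes tested, 15 were called with Dex, all lower, and 20 were called after median-of-ratios rescaling, also all lower. After HDM, 28 were higher and 2 lower, whereas after rescaling 31 were called and all 31 were higher.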

We observed that mRNA expression of SPLUNC1 was significantly modulated with HDM and further by Dex treatment (Fig. 4, *C* and *D*). In addition, we extracted RNA-Seq data of counts per million (CPM)-normalized SPLUNC1 gene expression from naïve mice. 

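SPLUNC1 is encoded by Bpifa1 (ENSMUSG00000027483.7), which lies on the forward strand of chromosome 2 from 154142880 to 154149219 (GRCm38). The gene has 9 exons, of which exons 2 to 8 are coding, and a transcript of 1106 nt. The forward primer of the qRT-PCR lies in exon 2 and the reverse primer spans the junction of exons 2 and 3, for a product of 156 bp. In the RNA-Seq data, Bpifa1 had 49.7 ± 51.0 CPM (SD, n = 5) in saline samples, with values from 16.4 to 137 CPM. After HDM it had 5.43 ± 8.39 CPM (SD, n = 7), and after HDM + Dex 26.7 ± 15.3 CPM (SD, n = 7). The HDM values were 0.685, 4.22, 3.48, 24.2, 2.20 and 3.29 CPM in replicates 1, 2, 4, 5, 6 and 7, and replicate 3 was listed at the constant. In that replicate 3 reads would give 0.298 CPM. The HDM + Dex values ran from 0.984 CPM in replicate 7 to 43.2 CPM in replicate 1.

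The difference in means between HDM and saline was −44.3 CPM (exact permutation test over 792 splits, p = 0.00505), and 32 of the 35 pairs of an HDM and a saline sample showed it. Its log2 fold change was −3.21 (standard error 0.73, adjusted p = 0.00388 from limma). With Dex, the mean was 21.3 CPM higher than after HDM alone (exact permutation test over 3432 splits, p = 0.00758), and in 6 of 49 pairs the HDM + Dex sample was the lower one. The log2 fold change with Dex was 2.37 (standard error 0.67, adjusted p = 0.0875 from limma), which did not pass 0.05 across all genes. Its adjusted p ranged from 0.0240 with sample quality weights to 0.210 without HDM replicate 3. Compared with saline, HDM + Dex samples had a log2 fold change of −0.84 (standard error 0.73, adjusted p = 0.488).

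Among samples with a 7SL share above 25%, mean Bpifa1 was 6.51 CPM after HDM (n = 5) and 30.8 CPM after HDM + Dex (n = 4; exact permutation test, p = 0.0317). Among samples below 25%, it was 2.75 CPM after HDM (n = 2) and 21.3 CPM after HDM + Dex (n = 3; exact permutation test, p = 0.4, where 10 splits cannot go below 0.1). Below 25%, both HDM values (2.20 and 3.29 CPM) lay below all 5 saline values (exact permutation test, p = 0.286, the smallest p that a fall can give with these values). Above 25% there was no saline sample to compare. Over all aged samples, the log2 fold change with HDM was −3.45 (adjusted p = 0.0350 from limma) with the 7SL share as a covariate, a setting chosen after seeing the data. Its adjusted p ranged from 0.000633 to 0.0350 over the alternatives. Within the aged groups, Bpifa1 rose and fell with a score of 14 other genes of large airway epithelium, the mean of their log2(CPM + 1). Pearson's r of the 19 values after removing group means was 0.779 (permutation p = 0.00016, adjusted p = 0.000427 over 8 relations) and Spearman's rho 0.675 (permutation p = 0.00197, adjusted p = 0.00394). Without the 2 samples farthest from the median score, r was 0.662. The r was 0.881 among the 10 samples below a 7SL share of 25% and 0.771 among the 9 above it, where it rested on 2 samples and was −0.144 without them. From the higher expression with Dex, which it also measured by qRT-PCR, the paper proposes that SPLUNC1 acts against inflammation in the aging lung. It proposes the same from SPLUNC1 protein in BAL, which fell with age and correlated negatively with total inflammatory cells in HDM-challenged aged mice.

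**Figure D2:**
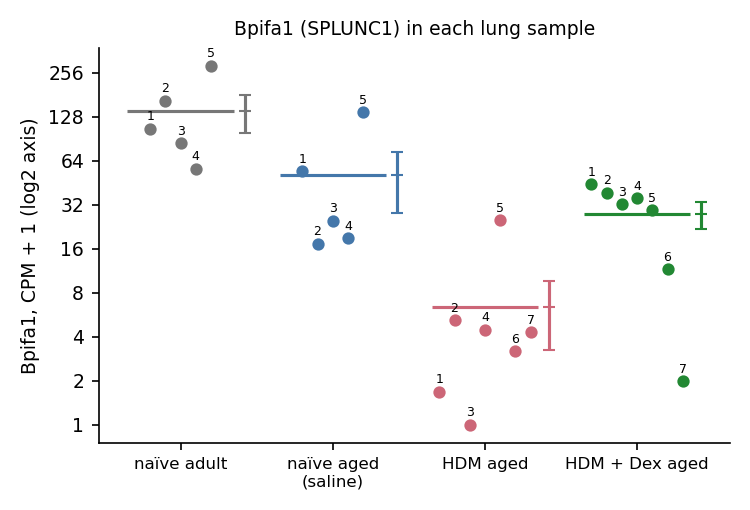
Bpifa1 in each of the 24 lung samples, as CPM + 1 on a log2 axis. Points are samples with their replicate number, horizontal lines are group means and bars are the standard error of the mean; HDM replicate 5 (24.2 CPM) lies above the 6 other HDM samples, and HDM + Dex replicate 7 (0.984 CPM) below the rest of its group.

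**Figure D3:**
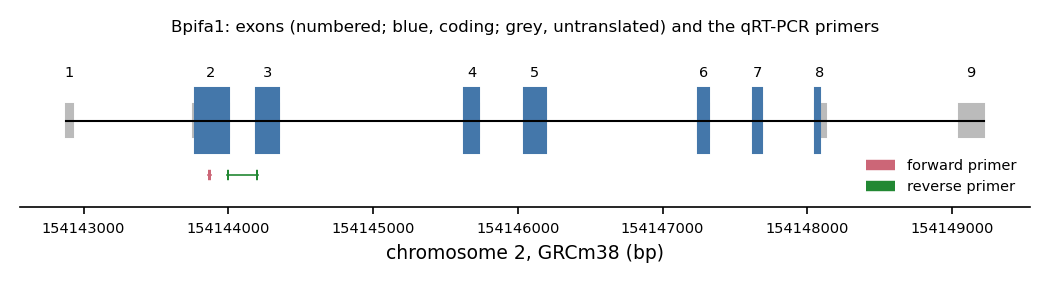
Map of Bpifa1 on chromosome 2 (GRCm38, position in bp) with its 9 exons and the qRT-PCR primers. Blue boxes are coding and grey boxes untranslated, and the reverse primer is drawn in its parts in exon 2 and exon 3, joined by a line.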

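In the fit of the 10 naïve samples, 116 genes differed between aged (n = 5) and adult lungs (n = 5) at an adjusted p under 0.05 from limma, 105 higher and 11 lower with age. The median log2 fold change of all genes was 0.19. It was 0.00 after median-of-ratios rescaling, which gave 183 genes, 103 higher and 80 lower. The count moved most with sample quality weights, to 784 genes. In 548 genes (3.09%) the groups did not overlap, where chance gives 0.794%. The largest increases among these were those of the immunoglobulin genes Igkv3-2 (6.84, standard error 0.60, adjusted p = 1.33e-05), Ighv1-53 (5.69, adjusted p = 2.96e-06) and Jchain (5.23, adjusted p = 0.000181), which encodes the joining chain of immunoglobulins. All 27 immunoglobulin genes called were higher with age, as were all 24 called after rescaling. Decreases included those of Clca1 (−1.96, standard error 0.31, adjusted p = 0.00522) and Col1a1 (−1.42, adjusted p = 0.00147). All naïve adult mice were female by Xist, so age and sex overlap in this comparison.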

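Fig. 5A plots 4 points per group for Bpifa1. Of the 25 ways to leave 1 of the 5 samples out of each group, the set of naïve adult replicates 1, 2, 3 and 5 and naïve aged replicates 1 to 4 matched the proportions of the points best, which was found after seeing the data. Over these 8 samples, Bpifa1 had 159 ± 90.1 CPM (SD, n = 4) in adult and 27.9 ± 17.3 CPM (SD, n = 4) in aged lungs. This difference of −132 CPM had p = 0.0286 by an exact permutation test, the smallest p that 4 against 4 allow. The log2 fold change over these samples was −2.47 (adjusted p = 0.00641 from limma). By this match, which rests on points read by eye, naïve adult replicate 4 (55.5 CPM) and naïve aged replicate 5 (137 CPM) would have no point in the figure. They are the lowest adult and the highest aged value. Without them the lowest adult value (83.8 CPM) exceeds the highest aged value (53.5 CPM), which by itself gives the smallest p. The paper does not state which samples the figure shows. Over all 10 samples, Bpifa1 had 139 ± 90.9 CPM (SD, n = 5) in adult lungs against the 49.7 CPM of the naïve aged group. The change over all samples was −88.9 CPM (exact permutation test over 252 splits, p = 0.0873), in the same direction in 22 of 25 pairs of samples. Its log2 fold change was −1.72 (standard error 0.51, unadjusted p = 0.00346 and adjusted p = 0.164 across all genes, both from limma). Without naïve adult replicate 1, the sample with a 7SL share of 42.0%, the change was −97.3 CPM (exact permutation test, p = 0.103). Without naïve adult replicate 5 (285 CPM), the highest of all samples, the adult mean was 102 CPM and the change shrank to −52.4 CPM. That sample also had the highest large airway score, 4.51. Its score of skeletal muscle genes was 5.41, against at most 0.78 in the rest of its group. The aged females had 17.9 and 23.9 CPM and the aged males 16.4 to 137 CPM.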

Comparison of adult (20–22 wk old) and aged (80–82 wk old) naïve mice revealed a significant decrease in lung SPLUNC1 transcript level in aged as compared with adult mice (Fig. 5*A*).

**Figure 4.**
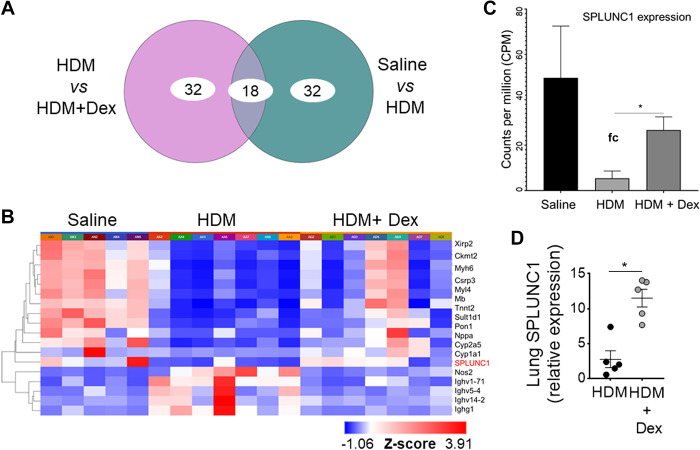
RNA-Seq of HDM-challenged aged mice treated with or without Dex. RNA sequencing data were preprocessed and analyzed using the Picard-STAR-limma pipeline. *A*: Venn diagram shows the top 50 genes that were significantly differentially expressed between no treatment vs. Dex treatment. *B*: using unsupervised hierarchical clustering (HC) analysis based on the differentially expressed genes (DEGs), heatmaps for the top genes among the three groups were generated. Bar graph shows (*C*) three-group comparison of *SPLUNC1/BPIFA1* gene expression using counts per million (CPM) data and (*D*) qRT-PCR of lung SPLUNC1 expression. Data are represented as means ± SE (*n* = 4 or 5 mice per group, *P< 0.01, HDM vs. HDM +Dex, unpaired *t* test). HDM, house-dust mite; SPLUNC1, short palate, lung, and nasal epithelial clone 1.

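Of the 50 genes with the lowest p-values from limma in HDM vs. saline and the 50 in HDM + Dex vs. HDM, 7 genes were in both lists. Independent lists would share 0.141 genes by chance, but these comparisons share the 7 HDM samples, which by itself favors overlap. They were Col1a1, Pclo, Myom1, Igha, Ak9, Drc3 and Adgrv1. Col1a1, a collagen gene, rose from 106 ± 14.0 CPM (SD, n = 5) in saline to 327 ± 81.1 CPM (SD, n = 7) after HDM and was 177 ± 32.5 CPM (SD, n = 7) after HDM + Dex. Its log2 fold change was 1.58 (standard error 0.18, adjusted p = 4.49e-05) with HDM and −0.85 (standard error 0.17, adjusted p = 0.0270) with Dex. Igha, which encodes the constant region of immunoglobulin A, changed by 2.57 (adjusted p = 0.00023) and −1.72 (adjusted p = 0.0270). The other genes, Pclo, Myom1, Ak9, Drc3 and Adgrv1, fell after HDM and rose with Dex. The count depended most on the ranking. When genes were ranked by absolute log2 fold change with no p-value threshold, a choice made after seeing the data, 18 genes were shared.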

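The heatmap of Fig. 4B names 18 genes, 13 lower and 5 higher after HDM. All 18 log2 fold changes had the direction of the heatmap with HDM and the opposite direction with Dex. At an adjusted p under 0.05 across all genes, 17 of the 18 differed between HDM and saline, and 3 differed between HDM + Dex and HDM. Adjusted over the 18 genes alone, all 18 passed in each comparison, but the list consists of the paper's own top genes in these data. Cyp1a1 was the gene that did not pass with HDM (−1.40, standard error 0.61, adjusted p = 0.0920). The 13 lower genes had log2 fold changes from −3.67 (Myh6) to −1.40 with HDM and from 1.08 to 2.37 with Dex. Myh6, the alpha heavy chain of cardiac myosin, had 647 ± 139 CPM (SD, n = 5) in saline, 89.1 ± 111 CPM (SD, n = 7) after HDM and 343 ± 351 CPM (SD, n = 7) after HDM + Dex. Pon1 fell by 3.33 (standard error 0.48, adjusted p = 0.000325) on the log2 scale after HDM, and Mb fell by 3.31 (standard error 0.66, adjusted p = 0.00165). The 5 higher genes were Nos2 and the immunoglobulin genes Ighg1, Ighv1-71, Ighv5-4 and Ighv14-2, from 1.83 to 3.98 with HDM and from −3.52 to −1.30 with Dex. The genes that passed with Dex were Nos2 (−1.69, standard error 0.38, adjusted p = 0.0356), Ighv1-71 (−2.20, standard error 0.44, adjusted p = 0.0270) and Ighg1 (−3.52, standard error 0.77, adjusted p = 0.0338). Of the 18 genes, 8 were on a list of heart muscle genes set before the data were examined, and they varied together between mice within groups. Cyp2a5 (1.67 with Dex, adjusted p = 0.0500) has a close paralog whose reads the counting could have split with it.

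**Figure D4:**
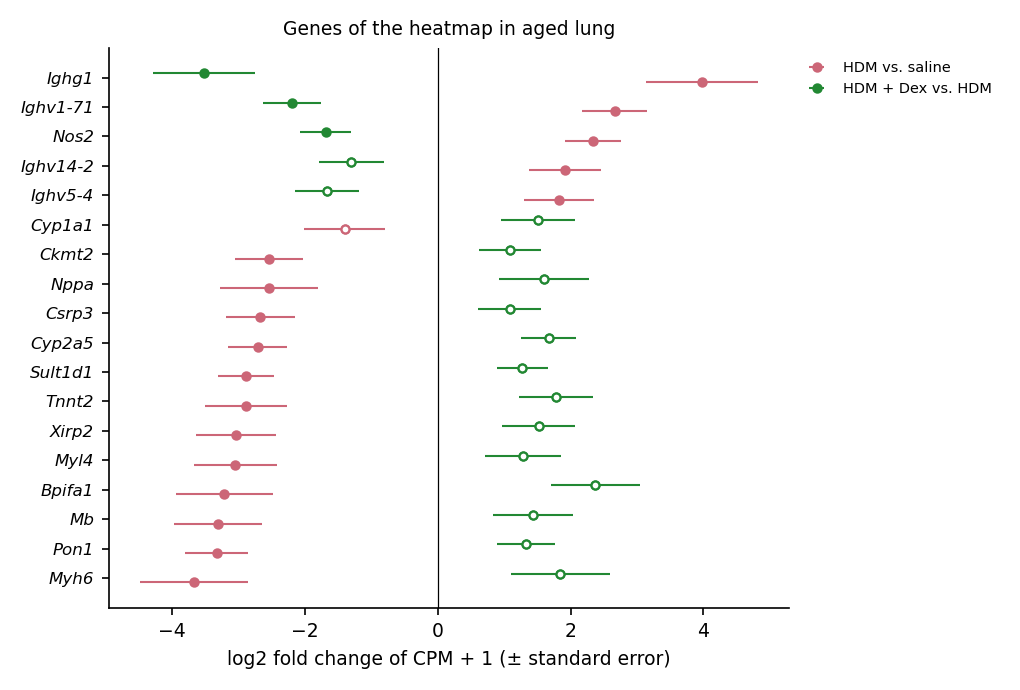
Log2 fold change of CPM + 1, with its standard error, of the 18 genes named in Fig. 4B, for HDM vs. saline (red) and HDM + Dex vs. HDM (green). Filled symbols have an adjusted p under 0.05 and open symbols do not; every gene has opposite signs in the 2 comparisons, which share the HDM samples.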

**Figure 5.**
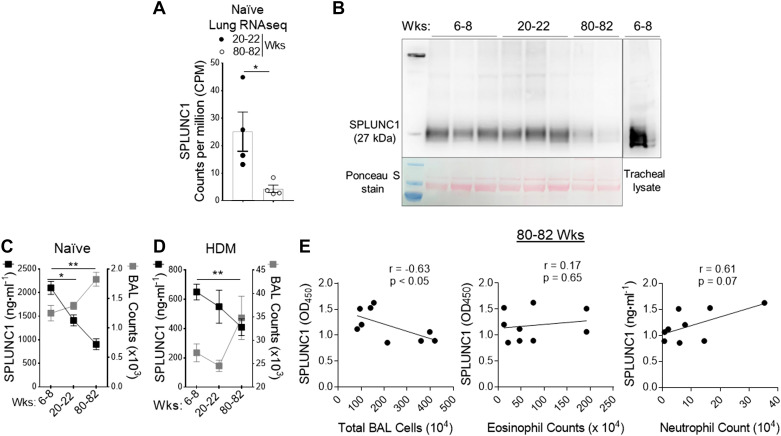
Age-dependent progressive decline of epithelium-derived SPLUNC1 levels. *A*: the bar chart shows counts per million (CPM)-normalized to SPLUNC1 gene expression extracted from naïve adult (20–22 wk old) and aged (80–82 wk old) mice lung RNA-Seq data. *B*: immunoblot showing SPLUNC1 level in BAL from the young, adult, and aged naïve mice; [*upper* lane, SPLUNC1 protein in BAL samples (50 µL/lane), and tracheal lysate; *lower* lane, corresponding Ponceau S staining of the nitrocellulose membrane developed from the same blot]. SPLUNC1 level compared with corresponding total cell counts in BAL from (*C*) naïve and (*D*) HDM-challenged allergic mice as measured by ELISA. *E*: correlations between BAL levels of SPLUNC1 with absolute numbers of total and inflammatory cell types from HDM-inflamed aged lung. Pearson correlation coefficients and associated *P* values are shown for significant relationships only. Results are represented as means ± SE of two independent experiments, *P< 0.05, **P< 0.01. BAL, bronchoalveolar lavage; HDM, house-dust mite; SPLUNC1, short palate, lung, and nasal epithelial clone 1.

Furthermore, we detect SPLUNC1 levels in BAL from the young, adult, and aged naïve mice (Fig. 5*B*). As shown in Fig. 5, *C* and *D*, SPLUNC1 levels in BAL were markedly decreased with increasing age and further by HDM-induced airway inflammation. A negative correlation was found between SPLUNC1 protein level and total inflammatory cell numbers in HDM-induced aged mice; however, differential cell analysis reveals a modest association between inflammatory cell types (Fig. 5*E*). Congruently, these results showed that an age-dependent decline in SPLUNC1 level significantly correlated with airway inflammation, suggesting an anti-inflammatory role of SPLINC1 in the aging lung.

### SPLUNC1 Induces DC Activation and Maturation

We and others have shown that allergen-mediated DC activation results in a striking Warburg-like metabolic shift to glycolysis, which is required for enhanced lysosomal acidification in mature DCs for activation and antigen presentation to T cells (48, 60, 61). To determine the biological function of SPLUNC1 on DC activation and maturation, we used real-time measurement of glycolysis in BMDCs isolated from young mice (6–8 wk old) and stimulated with and without recombinant SPLUNC1 (rSPLUNC1). In the presence of HDM, BMDCs showed typical ECAR changes in response to sequential addition of glucose (Glu), inhibition of mitochondrial ATP synthase by oligomycin (Oligo), and glycolysis inhibition by 2-DG, whereas significantly increased by rSPLUNC1 (5 μg/mL) in glycolysis (Gly) and glycolysis-capacity (Gly-Cap) as measured by XFp seahorse analyzer (Fig. 6*A*). Next, we considered whether rSPLUNC1 stimulation could induce glycolytic markers in HDM-pulsed BMDCs. As shown in Fig. 6*B*, incubation with rSPLUNC1 mediate a significant increase in Glut1 surface expression compared with HDM-pulsed control BMDCs. Furthermore, rSPLUNC1 markedly induces expression of glycolytic-associated genes, including HIF-1α, Glut1, PKM2, and LDHA (Fig. 6*C*), as well as activation/maturation markers (ICOS-L, OX40-L) and DC-specific transcription factors (IRF4, Zbtb46) (Fig. 6*D*). These data demonstrate a novel immunomodulatory function of SPLUNC1, inducing the DC activation/maturation process, thereby influencing allergic airway inflammation.

**Figure 6.**
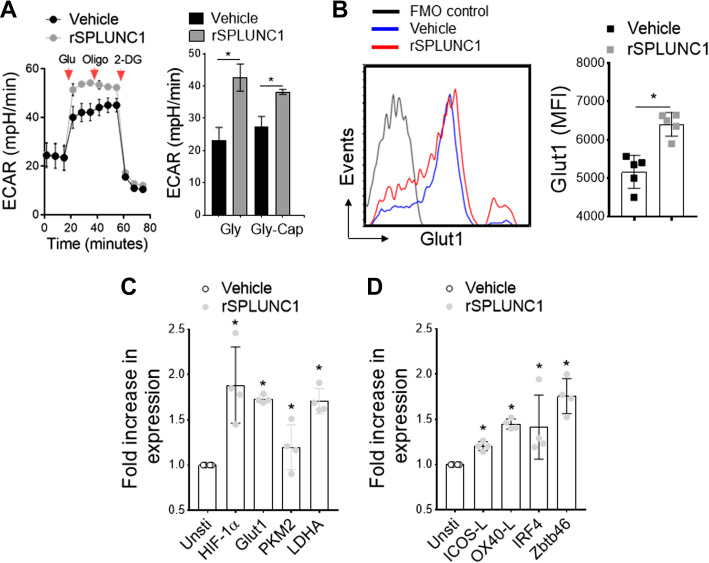
SPLUNC1 induces DC glycolytic metabolism. HDM-pulsed BMDCs (6- to 8-wk-old mice) were stimulated with and without recombinant (r) SPLUNC1 (rSPLUNC1; 5 µg/mL) for 16 h before metabolic measurements. *A*: kinetic extracellular acidification rate (ECAR) in response to glucose (10 mM), oligomycin (2 µM), and 2-DG (100 mM) measuring glycolytic flux/capacity were graphed over time (arrowhead indicates sequential drug injection). Bar graph (*right*) represents glycolysis (Gly) and glycolytic capacity (Gly-Cap) of HDM-pulsed BMDCs in response to rSPLUNC1. Data are represented as means ± SE of two independent experiments. *B*: overlay flow histogram (*left*) and bar graph (*right*) showing mean fluorescence intensity of Glut1^+^ CD11c^+^MHCII^+^CD11b^+^ HDM-pulsed BMDCs treated with rSPLUNC1 and/or vehicle control. *C* and *D*: qRT-PCR of glycolytic genes, DC activation markers, and DC-specific transcription factors. Data are represented as means ± SE (*n* = 4–6, *P < 0.05, unpaired *t* test) of at least two independent experiment. BMDCs, bone marrow-derived dendritic cells; DC, dendritic cell; HDM, house-dust mite; SPLUNC1, short palate, lung, and nasal epithelial clone 1.

### SPLUNC1 Modulates the Antigen Presentation Capacity of DC

Since SPLUNC1 induces allergen-induced DC glycolytic reprogramming and maturation, we next hypothesized that SPLUNC1 might interfere with the immune priming capacity of DC to T cells. As shown in Fig. 7*A*, rSPLUNC1 significantly induces the surface expression of maturation markers CD40 and CD86 in HDM-pulsed BMDCs. Coculture experiments of splenic CD4^+^ T cells from mice expressing transgenic MHCII-restricted TCR that recognizes the OVA_323–339_ peptide showed that BMDCs incubated with rSPLUNC1 mediate significant increases in both Th2-specific transcription factor GATA3 expression and T cell proliferation (Fig. 7, *B*–*D*) compared with BMDCs cultured without rSPLUNC1 after ex vivo stimulation with the OVA_323–339_ peptide. Similarly, BMDCs stimulated with rSPLUNC1 showed augmented ability to induce Th2 cytokines, IL13, and IL4 productions in the supernatant following ex vivo stimulation with OVA_323–339_ peptide when cocultured with splenic T cells isolated from OT-II mice as compared with BMDCs culture in the absence of rSPLUNC1 (Fig. 7, *E* and *F*). These experiments collectively show the immune priming capacity of DC by SPLUNC1 to present antigen to CD4+ T cells, thereby promoting the Th2 immune response.

**Figure 7.**
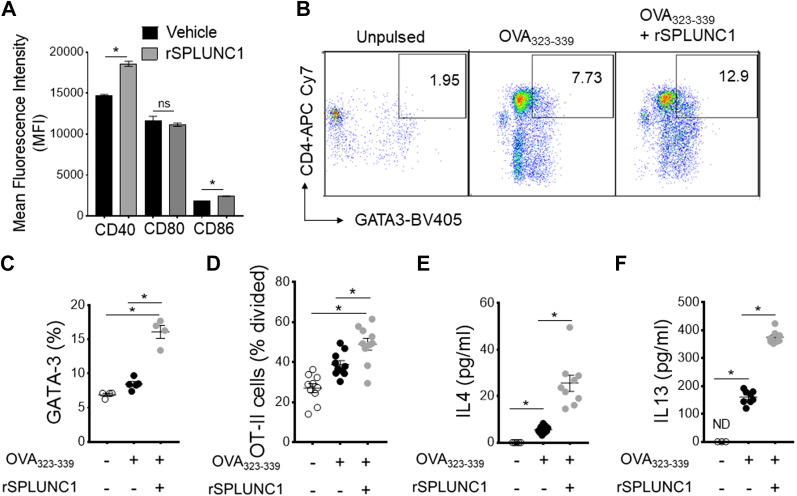
SPLUNC1 modulates the antigen presentation capacity of DC. *A*: mean fluorescence intensity (MFI) of activation markers in CD11c^+^ MHCII^+^CD11b^+^ OVA_323–339_ peptide-pulsed BMDCs stimulated with or without rSPLUNC1 (5 µg/mL). OVA_323–339_ peptide-pulsed BMDCs were incubated (1: 5 ratio) with CFSE-labeled splenic OT-II cells for 4 days, and the effect of rSPLUNC1 on Th2 proliferation and differentiation were enumerated. *B*: pseudocolor plots show illustrative flow cytometry data and (*C*) frequencies of CD4+GATA3+ OT-II cells in coculture. *D*: OVA_323–339_ peptide-specific proliferation was represented as percentage divided OT-II cells and *E* and *F*: Th2 cytokines in coculture supernatant after 4 days were measured by ELISA (*n* = 4–9 per group; *P < 0.01, unpaired *t* test). Data are represented as means ± SE of at least two independent experiments. BMDCs, bone marrow-derived dendritic cells; DC, dendritic cell; SPLUNC1, short palate, lung, and nasal epithelial clone 1.

## DISCUSSION

Among the many hallmarks of the aging process (in both mice and humans), is a progressive decline in immune function (immunosenescence) (62, 63). Asthma and its heterogeneity change according to age (4, 64, 65). Asthma is superimposed on a background of aging-associated immune changes in the lung, resulting from complex interactions with various factors such as environmental exposure, microbial triggers, or multiple comorbidities. Asthma in adults is highest among those in middle age; however, mortality is more significant in the older age group (2, 3). According to the World Allergy Organization (WAO), asthma in older adults is phenotypically different from that in young patients, which convolute the diagnosis, assessment, and management in this population (4, 7, 8, 66). Current pharmaceutical interventions to treat asthma in older adults are almost exclusively designed to alleviate symptoms. However, inflammation plays a seminal role in asthma development and progression. A recent clinical trial revealed that mediator-specific asthma controllers such as leukotriene-modifying agents (LTMs) significantly decreased the rate of recurring airway inflammation and are more effective in older adults than inhaled corticosteroids (67–69). The initiation and propagation of airway inflammation arise from several factors, including mediators generated by resident airway cells and recruited leukocytes. Developing a robust T cell response in the lungs requires efficient allergen recognition and activation and migration of lung DCs to the draining DLn, in which the T cell response is primed. Defects in DC function have been identified in some, but not all, studies of older populations (70–72).

Recent studies have detected a very high level of secreted SPLUNC1 (short palate, lung, and nasal epithelial clone1) proteins at the airway (nasal, tracheal, and bronchial) epithelium under the physiological conditions, which act as an airway sensor of innate immunity. SPLUNC1 exerts antimicrobial properties due to structural similarity with the bactericidal/permeability-increasing (BPI) protein fold-containing heterogeneous group of proteins (39, 40). Using *SPLUNC1*^−/−^ mice, previous studies have demonstrated that lack of SPLUNC1 expression in the lung enhances eosinophilic airway inflammation and Th2 allergic asthma in an eotaxin-2-dependent mechanism by alveolar macrophages. However, it is unknown if SPLUNC1 has an immunomodulatory role in regulating the maturation of DC and responses to allergic sensitization impacting airway inflammation. Here, we investigated whether increased age modifies epithelium-derived SPLUNC1 levels and controls DC effector function, thereby bridging lung adaptive T cell-mediated immune response to inhaled allergen. HDM-inflamed lungs of aged mice manifested *1*) decline in pulmonary function; *2*) mixed granulomatous airway inflammation (predominantly of neutrophils and eosinophils), *3*) Th1/Th17-high and Th2-low immune response (which is poorly controlled by Dex treatment) as compared with adult mice. This is consistent with previous findings from people with asthma and mouse models showing allergen-induced eosinophilic inflammation and Th2 immune response that are fully responsive to Dex treatment in adults, whereas allergen-induced neutrophilic inflammation and Th1/Th17 immune response that are refractory to Dex treatment in aging lungs (7, 11, 13, 65).

Interestingly, nasal AECs isolated from subjects with asthma (Severe Asthma Research Program 3 cohort) carrying CC allele expressed less SPLUNC1, which negatively correlated with the severity of the disease (asthma endpoints such as FEV%, fractional exhaled nitric oxide, and serum IgE) as compared with CT and TT genotypes (73). Moreover, IL13-induced increased eotaxin-3 production in AECs by CC genotype is reversed by rSPLUNC1 treatment. In accord with that, our results showed an age-dependent decline in SPLUNC1 level that impacts DC immune priming function and subsequent T cell polarization, thereby resulting in Th17/neutrophilic polarized allergic response and accelerating steroid-resistant severe asthma (Fig. 8).

**Figure 8.**
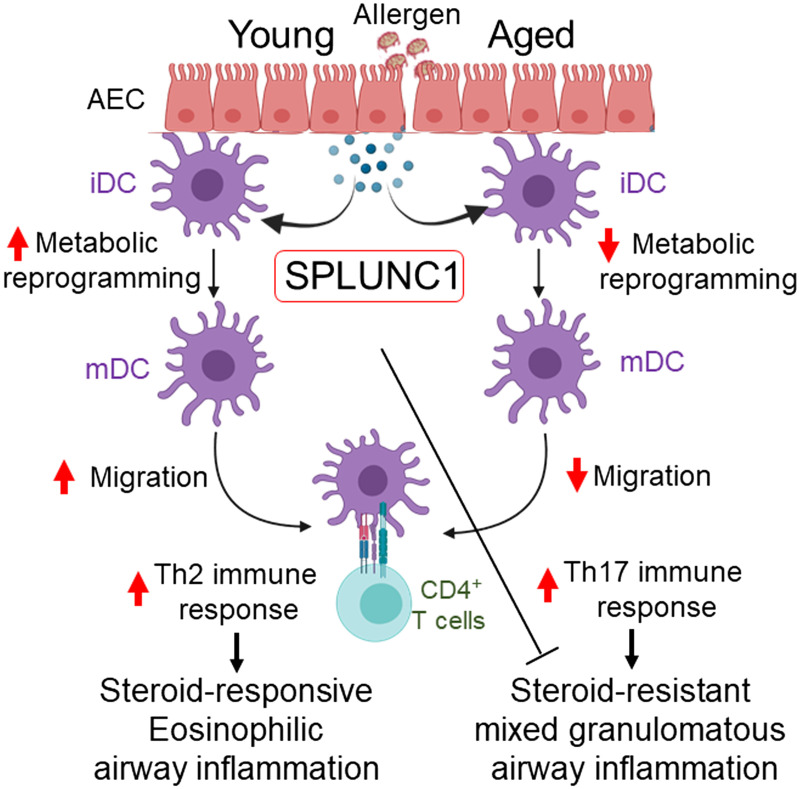
Schematic representation and proposed mechanism of SPLUNC1 and asthma heterogeneity in aging. Increasing age progressively decreases epithelium-derived SPLUNC1 levels, modulating DC effector function and developing dysregulated T cell-mediated immune response to the inhaled allergen, which results in severe airway inflammation and asthma heterogeneity in aging. DC, dendritic cell; iDC, immature DC; mDC, mature DC; SPLUNC1, short palate, lung, and nasal epithelial clone 1.

The lung microenvironment changes with age that compromise DC migration, distribution, and T cell priming ability (74, 75). Within the lung, in the absence of inflammation, the respiratory mucosa has an integrated network of two conventional DC (cDC) subsets (CD103^+^ and CD11b^+^) (45, 76). It has been posited that aging does not change lung DC numbers; however, it alters the effector functions and subset frequencies (28). DC from aged subjects was reported in the semiactivated state with an elevated basal level of NF-κB and proinflammatory cytokines (29). Consistent with these, we found a progressive decrease in frequencies and numbers of HDM-bearing Alexa-647^+^ DC in the DLn as mice aged, suggesting that the intrinsic ability of DC to migrate to DLn is compromised in aged mice. Candidate molecules that might vary in expression and affect DC maturation and migration include epithelium-derived chemokines, cytokines, pleiotropic bioactive lipid, and protein mediators. Congruently, our findings revealed that HDM-induced eosinophilic inflammation and Th2 immunity in adults are fully responsive to Dex treatment and correlated with the SPLUNC1 level. In contrast, we found HDM promotes mixed granulomatous airway inflammation comprising neutrophils in the aged lung, which are unresponsive to Dex treatment and induce SPLUNC1 expression, suggesting an anti-inflammatory function of SPLUNC1 in the aging lung.

Activation of the primary antigen-presenting DC is coupled to rapid glycolytic shift and enhanced lysosomal acidification, which is required for an effective immune-priming effector function (48, 60). We further examined if SPLUNC1 could exert an immunomodulatory effect on DC metabolic reprogramming and immune priming function. Glycolytic reprogramming was assessed in vitro in HDM-pulsed cultured BMDCs treated with recombinant (r) SPLUNC1. Our results reveal that rSPLUNC1 accelerates HDM-induced glycolytic shift and upregulates Glut1 expressions in DC, accompanied by an increase in expression of glycolytic pathway associated genes including *HIF1-α*, *PKM2*, and *LDHA.* Furthermore, in response to rSPLUNC1 stimulation, we observed increased expression of costimulatory molecules, Zbtb46 (cDC-specific zinc finger transcription factor) (77) and IRF4 (78), which are crucial for maturation and Th2 immune priming capacity of DC. In a potential mechanistic link, our results showed enhanced antigen presentation capabilities of OVA_323–339_ peptide-pulsed BMDCs in the presence of rSPLUNC1, as evidenced by increased proliferation of naïve OT-II cells and Th2 effector cytokines IL4 and IL13 production. Collectively, these data indicate that SPLUNC1 modulates DC glycolytic reprogramming and accompanies DC maturation and Th2 differentiation.

SPLUNC1 protein comprises an S18-ENaC-regulatory domain, a central lipid-binding region (tubular lipid-binding proteins), and a C-terminal domain that binds to Ca^2+^ influx channel Orai1 (43, 79). Interestingly, lung DC activation and migration are driven by calcium-activated potassium channel KCa3.1 (80), which could act as a binding partner for epithelial-derived SPLUNC1 proteins regulating DC effector function, and needs to be addressed in the future. Moreover, it is unlikely that a single factor is driving asthma heterogeneity and airway inflammation in aging. Thus, a deeper understanding of the DC-AEC cross talk and how senescence impacts airway inflammation and influences asthma progression are further warranted through state-of-the-art single-cell RNA-Seq (scRNA-Seq) signatures of aging (12, 64).

In conclusion, the present study demonstrates an explanation for asthma heterogeneity and airway inflammation in the aging lung that correlates with SPLUNC1 expression. Moreover, RNA-Seq of aged lungs reveals that SPLUNC1 expression is induced by steroid (Dex) treatment, suggesting an anti-inflammatory function of SPLUNC1, which further influences T cell-mediated adaptive immune responses by modulating effector DC activation/maturation. Nevertheless, the results of our study highlight the causal role of SPLUNC1 expression that may be in part coupled with exaggerated airway inflammation and asthma heterogeneity in aging.

## GRANTS

This study was supported by the Department of Pathobiology, College of Veterinary Medicine, Auburn University and by the National Institute of Allergy and Infectious Diseases (NIAID) of the National Institutes of Health under Award No. R03AI153794-01A1 (to A. Mishra).

## DISCLAIMERS

This article was prepared by A.M. The opinions expressed in this article are the authors’ own and do not reflect the views of the National Institutes of Health, the Department of Health and Human Services, or the United States government.

## DISCLOSURES

No conflicts of interest, financial or otherwise, are declared by the authors.

## AUTHOR CONTRIBUTIONS

A.K.J., J.Y., S.M., M.S., and A.M. performed experiments; A.K.J., J.Y., M.S., A.S., A.K.M., and A.M. analyzed data; A.K.J., J.Y., A.S., and A.M. interpreted results of experiments; A.K.J., J.Y., M.S., A.S., A.K.M., and A.M. prepared figures; A.K.J., J.Y., and A.M. drafted manuscript; A.K.J., J.Y., S.M., and A.M. edited and revised manuscript; A.K.J., J.Y., and A.M. approved final version of manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

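Lung RNA of 24 mice was analysed: 5 naïve adult, 5 naïve aged, 7 HDM-challenged aged and 7 HDM-challenged aged mice treated with Dex. By the paper's methods, the authors prepared stranded mRNA libraries, sequenced paired-end reads and processed them with the Picard-STAR-limma pipeline. They deposited one table of CPM, in which each sample's counts on genes are scaled to the same total and a constant of 0.0001 is added to every value. The paper's methods do not name the genome build, the annotation, the rule for keeping genes or the handling of strand. The gene coordinates in the table were compared with the GENCODE annotation of GRCm38. Of the symbols, 23276 were found in the annotation, 23142 had the same start, and 23049 also had an end 1 base past the annotated end. The paper also names FPKM, raw counts and an outlier check by principal components, which were not analysed here.

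The depth of each sample was estimated from the spacing of its low CPM values, taken as 1 read. It ran from 10.1 to 33.1 M reads, so that 3 reads, taken as the smallest detectable amount, gave 0.0906 to 0.298 CPM. Since 80.8% to 85.5% of the low values were whole multiples of the spacing, the table was not converted to counts, and tests that need counts were not run. The estimated depth covers counting error only and not the variation between mice.

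The groups followed the sample labels. Differential expression was computed with limma 3.58.1 in R 4.3.3 from log2(CPM + 1), for the 17744 genes with a mean of at least 1 CPM over all samples. Linear models were followed by eBayes with a mean-variance trend and Benjamini-Hochberg adjustment, at a threshold of 0.05. HDM vs. saline, HDM + Dex vs. HDM and HDM + Dex vs. saline came from one fit of the 19 aged samples, and aged vs. adult from one fit of the 10 naïve samples. The CPM of Bpifa1 and other sample measures were compared by two-sided exact permutation tests of the difference in group means. Correlations between sample measures were computed after removing group means, with 100000 permutations. These steps used Python 3.11.15, scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

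The limma step was tested on simulated data. With 200 of 17740 simulated genes changed, 191 (95.5%) were recovered and 13 other genes were called. With 7SL RNA also raised 3-fold in the HDM samples, 178 of the 200 genes were recovered among 17510 tested and 1288 other genes were called, all 1288 of them lower. After median-of-ratios rescaling of that simulation, 192 were recovered and 12 other genes were called. The changed genes were well above the filter and all changed by the same amount. All simulated samples had the same expected depth, the same spread for every gene and no planned variation within groups. In the data the 7SL share ran from 15.0% to 34.0% among HDM samples. These rates of recovery therefore do not carry over to the data.

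The genes named were those the paper names for its RNA-Seq data. For HDM vs. saline, HDM + Dex vs. HDM and aged vs. adult, they also include up to 3 genes with the largest positive and up to 3 with the largest negative log2 fold change among those with an adjusted p under 0.05 and no overlap between the groups. The 7 genes shared by the top 50 lists, the 5 persistently higher genes and the genes of non-coding RNA were named after their values were seen. Exons of Bpifa1 and the position of its primers were taken from the annotation and the sequence of GRCm38. Scores of cell types are the mean log2(CPM + 1) of marker genes.

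The alternatives tried were other pseudocounts (0.1 and 5), no filter or a filter at 5 CPM, median-of-ratios rescaling, quantile normalization, other sets of groups in the fit, eBayes without trend, sample quality weights, a replicate block and a sex covariate. An adjusted p under 0.01, a log2 fold change of at least 1, a rank test, a log2 scale for the test of means and leaving out each sample in turn were also tried. Leaving out 13 genes of 7SL RNA and rRNA, the 7SL share as a covariate, a ranking by fold change alone and the use of only the samples that match Fig. 5A were added after seeing the data.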

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

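The tests of 7SL RNA, of sex and read number as its source, of ciliated cell genes, of skeletal muscle, of splits that ignore the replicate numbers and of splits after rescaling were chosen only after the result was seen. Over 13 measures in 4 groups, 13 of 52 groups held a sample far from the others, where 2.6 are expected by chance, although several of these measures describe the same sample.

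The share of 7SL RNA was not part of the paper's results. Its mean was 25.5% after HDM and 12.2% in saline samples, a difference of 13.3 percentage points (exact permutation test, p = 0.00631; adjusted p = 0.0234 over 52 comparisons). Naïve adult replicate 1 lay far above its group with 42.0%, and naïve aged replicate 2 above its group with 18.1%. Naïve adult replicate 1 also had the largest rRNA share of its group (4.05%), the fewest genes reaching 1 CPM (15600), the most genes without a read (1881) and the lowest score of type 2 alveolar cell genes (8.31). A larger 7SL share lowers the CPM of other genes, but it would not raise the rRNA share. After median-of-ratios rescaling the type 2 score of replicate 1 was 9.03, still the lowest of its group (9.48 to 9.61 in the others). The 7SL share alone therefore does not account for its rRNA share and type 2 score, and whether it accounts for its gene counts was not tested. HDM replicate 3 had 3269 genes without a read. In that sample 322 of those genes had a median above 1 CPM in the other samples, and 36 a median above 3 CPM. It also had the fewest reads, 10.1 M. Fewer reads in samples with a high share remain a candidate explanation, since the share fell as reads rose within groups (Spearman's rho −0.646, permutation p = 0.00079, adjusted p = 0.00211 over 8 relations). Pearson's r was −0.530 (permutation p = 0.00858, adjusted p = 0.0172), and −0.494 without the 2 samples farthest from the median. This test does not separate the cause from the effect, and the relation was weaker among the 10 aged samples with a share below 25% (r = −0.196, permutation p = 0.591) than among the 9 above it (r = −0.708, permutation p = 0.0330). Sex alone is not the source: all 8 male HDM and HDM + Dex samples were above 25%, but the highest naïve aged male had 18.1%. Whether handling of the RNA differed between samples was not tested, and an effect of HDM itself on 7SL RNA cannot be told apart from these explanations.

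After HDM, more genes were lower than higher (3765 and 717). A candidate explanation is the 7SL share. With the 13 genes of 7SL RNA and rRNA left out and the rest rescaled, 46.5% of the genes called were higher instead of 16.0%. Among the 32 splits of the HDM and saline samples that part every same-numbered pair, 2 gave as many genes as the real split, the real one included. The other one, with 7362 genes, set the 5 HDM samples with a share above 25%, which are also the 5 males of that group, against the rest. That split still sets 5 HDM samples against all 5 saline samples, so it keeps most of the HDM contrast and does not test chance alone. By this count of splits, a high 7SL share and HDM cannot be told apart. However, 2765 of the 4482 genes were also called after median-of-ratios rescaling, all 2765 in the direction they had as deposited. With the 7SL share as a covariate 1571 genes were called, of which 795 were among the 4482, all 795 in the direction they had without it. The 7SL share therefore does not fully explain the 4482 genes, and how many of them follow it was not determined. Of 100 splits drawn without regard to replicate numbers, 1 gave as many genes, the real one. After median-of-ratios rescaling, 1 of the 32 splits gave as many genes as the real split, which was the real one, and so did 1 of 100 splits of any kind.

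For HDM + Dex vs. HDM, 3 of 64 splits that part every same-numbered pair gave as many genes as the real 171, at most 1634, and 3 of 100 splits of any kind did, at most 3896. The split with 1634 genes had 6 samples with a share above 25% on one side and 3 on the other, and the one with 3896 genes had 7 and 2. After rescaling, 4 of 64 gave as many genes as the real 506, a share above 0.05, and the largest of them, with 1698 genes, again had 6 such samples against 3. By these 64 splits after rescaling, which mix in the 7SL share, the count of 506 cannot be told apart from chance. Of 100 splits of any kind after rescaling, 1 gave as many, the real one, and the next highest gave 45 genes. For HDM + Dex vs. saline, 1 of 32 splits that part every pair gave as many genes as the real 335, and 2 of 100 splits of any kind did. The other of these 2 gave 4055 genes and had all 4 samples with a share above 25% on one side, so by that count a high 7SL share and the treatment cannot be told apart. After rescaling, 1 of 32 splits and 1 of 100 splits of any kind gave as many genes, the real one.

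Bpifa1 in HDM replicate 5 (24.2 CPM) lay far above the other HDM samples, whose highest value was 4.22 CPM. HDM + Dex replicate 7 had a score of large airway genes of 3.05, far below its group, and also the lowest Bpifa1 of its group, 0.984 CPM. Different amounts of large airway in the pieces of lung sampled could explain such samples. Within the aged groups, Bpifa1 followed the large airway score (r = 0.779, permutation p = 0.00016, adjusted p = 0.000427). However, the score did not fall after HDM as Bpifa1 did. It was 0.34 higher than in saline on the log2 scale (exact permutation test, p = 0.404), and 0.69 higher after HDM + Dex than after HDM (exact permutation test, p = 0.0402, adjusted p = 0.105 over 52 comparisons). HDM + Dex samples had a score 1.02 above saline (exact permutation test, p = 0.00505, adjusted p = 0.0202), while the log2 fold change of Bpifa1 there was −0.84. By this score, less large airway does not account for the fall of Bpifa1 with HDM. However, the score is RNA of airway genes, so HDM could change it without a change in the amount of airway. Scores of ciliated and club cell genes fell with HDM (−1.54 and −2.42), but Bpifa1 did not follow them within groups (r = 0.108 and 0.0457). Whether less airway was sampled after HDM therefore remains open. The rise with Dex cannot be told apart from a larger amount of large airway, since it was not tested with the score in the model. Bpifa1 also followed the heart muscle score (r = 0.511, permutation p = 0.0254, adjusted p = 0.0406 over 8 relations; 0.350 without the 2 samples farthest from the median), and that score fell with HDM by 2.46. This relation was not tested further.

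The score of 10 ciliated cell genes, which the paper does not discuss, was 1.11 higher after HDM + Dex than after HDM (exact permutation test, p = 0.00816, adjusted p = 0.0250 over 52 comparisons), and 1.08 after rescaling. Among samples with a 7SL share above 25% the difference was 1.18 (exact permutation test, p = 0.0317), and below 25% it was 0.60 (exact permutation test, p = 0.2). After HDM alone, the ciliated score differed from saline by −1.54 (exact permutation test, p = 0.00379, adjusted p = 0.0197) and the club score by −2.42 (exact permutation test, p = 0.00126, adjusted p = 0.0131), so the rise with Dex reversed a part of a fall. A candidate explanation is that the pieces of lung held different amounts of airway, although the large airway score did not fall with HDM. Scores of ciliated and club cell genes rose and fell together within the aged groups (r = 0.939 and Spearman's rho 0.961, permutation p = 1e-05 each, the smallest the permutations can give, adjusted p = 4e-05 over 8 relations). The r was 0.930 without the 2 samples farthest from the median, and 0.969 and 0.776 among samples above and below 25%. A response of airway cells to Dex that changes both scores would give the same correlation, so the explanations cannot be told apart.

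Naïve adult replicate 5 had a score of skeletal muscle genes of 5.41, against 0.45 to 0.78 in the rest of its group. All 10 skeletal muscle genes were highest in that sample among the naïve adult samples. Since the score is the mean of these same genes, this count mostly restates the score, and muscle tissue in the piece sampled was not tested independently. Naïve adult replicate 5 also had the highest Bpifa1 of all samples, 285 CPM, and the highest large airway score, 4.51. Naïve aged replicate 5 had a skeletal muscle score of 1.11 against at most 0.73 in its group. It was also the naïve aged sample with the highest Bpifa1 and the highest large airway score, 3.73. The large airway score differed between aged and adult naïve lung by −0.60 (exact permutation test, p = 0.127), and by −0.74 after rescaling (exact permutation test, p = 0.0556). Whether the amount of large airway explains the lower Bpifa1 with age was not tested.

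HDM + Dex replicate 4 had a share of mitochondrial rRNA of 9.89%, above the 5.66% to 7.41% of its group. Naïve aged replicate 4 had a club cell score of 6.96, below the 7.52 to 7.57 of its group. No explanation of these single values was tested, technical or biological, and some samples of this kind are given by chance.

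Genome-wide differences between naïve aged and adult lung, 116 genes, were not analysed in the paper. Of the 16 splits that part every same-numbered pair, 1 gave as many genes, the real one, and no smaller share is possible with 16. The same was found after rescaling, with 1 of 16 and with 1 of 100 splits of any kind. Of 100 splits drawn without regard to replicate numbers, 1 gave as many, the real one. All adult samples were female, and with sex in the model 123 genes were called. In that fit the age difference rests on the 2 aged females. Immunoglobulin genes made up 27 of the 105 higher genes. With the 7SL share as a covariate 170 genes were called, 68 higher and 102 lower, against 105 and 11 without it. Since the splits parting every pair could not fall below a share of 0.0625, by them the count cannot be told apart from chance. Of the 100 splits of any kind, the next highest gave 1 gene, a share of splits under 0.05.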

How the results depend on the processing

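The tests with the 7SL and rRNA genes left out, with the 7SL share as a covariate, with a ranking by fold change alone and with the 8 samples that match Fig. 5A were chosen only after the result was seen; all others were set before the data were examined. Where a value below differs from the one reported, the cause was not tested, apart from the link between the 7SL share and the scaling.

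The fall of Bpifa1 after HDM kept its direction and an adjusted p under 0.05 in all 14 other alternatives (log2 fold change −4.01 to −2.24) and in 19 fits without one sample each (−3.66 to −2.73). Its difference in means had an exact p under 0.05 in 3 alternatives and in 12 tests without one sample each. The rise of Bpifa1 with Dex likewise kept an exact p under 0.05 in 3 alternatives and in 14 tests without one sample each (18.5 to 25.5 CPM). Under limma it kept its direction everywhere, and passed 0.05 with all 24 samples in one fit (2.37, adjusted p = 0.0457), sample quality weights (2.47, adjusted p = 0.0240) and a sex covariate (2.66, adjusted p = 0.0423). Over all 14 alternatives the adjusted p ran from 0.0240 to 0.145, and over 19 fits without one sample each the log2 fold change ran from 2.04 to 2.93 and the adjusted p from 0.0371 to 0.210. Bpifa1 was lower with age in every fit run. It passed 0.05 over the 8 samples that match Fig. 5A (−2.47, adjusted p = 0.00641, and −132 CPM, exact permutation test, p = 0.0286) and on the log2 scale (−1.72, exact permutation test, p = 0.0476). The 8 samples leave out the lowest adult and the highest aged value, which favors a low p. Bpifa1 also passed under limma with a replicate block, and under limma and the exact test without naïve aged replicate 5. Without naïve adult replicate 4 it passed in the exact test. The adjusted p ran from 0.00641 to 0.390 over 14 alternatives, and from 0.0171 to 0.395 over 10 fits without one sample each, with log2 fold changes from −2.20 to −1.41. Over the 10 tests without one sample each, the difference ran from −111 to −52.4 CPM and the exact permutation p from 0.0317 to 0.159.

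The number of genes for HDM vs. saline was 7876 with sample quality weights, 1921 at an adjusted p under 0.01, 1077 with a log2 fold change of at least 1, 1571 with the 7SL share as a covariate, and from 2954 to 5338 across the 19 fits that each left out one sample. For HDM + Dex vs. HDM it was 83 without a filter, 506 with median-of-ratios rescaling, 528 with quantile normalization, 316 with all 24 samples in one fit, 1 with only the 2 groups compared, 611 with weights, 293 with a sex covariate, 2 at 0.01, 108 with a log2 fold change of at least 1, 469 with 7SL and rRNA left out, 563 with the 7SL covariate, and from 2 to 544 without one sample each. For HDM + Dex vs. saline the numbers in the same order were 213, 167, 180, 190, 519, 5471 (weights), 1929 (sex), 30, 138, 184 and 34, 221 without trend, and from 66 to 772 without one sample each. For aged vs. adult they were 67 with a filter at 5 CPM, 183 with median-of-ratios rescaling, 65 with all samples in one fit, 784 with weights, 52 at 0.01, 224 with 7SL and rRNA left out, and from 74 to 154 without one sample each.

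Genes higher than saline after both HDM and HDM + Dex numbered 47 without a filter, 365 with weights, 149 with a sex covariate, 17 at 0.01, 25 with the 7SL covariate, and from 23 to 115 without one sample each. Genes shared by the top 50 lists numbered 4 with median-of-ratios rescaling, 3 with quantile normalization, 4 with only the 2 groups compared, 4 with a log2 fold change of at least 1, 4 when ranked by fold change among genes that passed, 2 with 7SL and rRNA left out, 2 with the 7SL covariate, 18 when ranked by fold change alone, and from 4 to 17 without one sample each. Of the 18 genes of Fig. 4B, 10 passed for HDM vs. saline with the 7SL covariate and 16 or 17 without one sample each. For HDM + Dex vs. HDM, 1 passed without a filter, 6 with all 24 samples in one fit, 8 with weights, 5 with the 7SL covariate, and from 0 to 7 without one sample each (where 0 passed, 12 to 18 had an unadjusted p under 0.05). None passed with only the 2 groups compared (0, against 16 at an unadjusted p under 0.05) or at 0.01 (0, against 18).

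The balance of higher and lower genes after HDM depended on scaling, with 16.0% higher as deposited and 48.5% after median-of-ratios rescaling. This rescaling by design brings the median log2 fold change near 0, so its 48.5% does not show the true balance. Of the 4482 genes called as deposited, 2765 were also called after median-of-ratios rescaling, and 170 of the 171 for Dex, 143 of the 335 and 96 of the 116. Fits of HDM vs. saline with the 7SL covariate gave 1172 higher and 399 lower genes.

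Samples of different groups that carry the same number came from different mice. Residuals of same-numbered samples correlated by 0.0510 (HDM vs. saline), −0.0208 (HDM + Dex vs. HDM), −0.0645 (HDM + Dex vs. saline) and −0.0739 (aged vs. adult), all near 0. With the number as a replicate block, the counts were 5644, 8 (against 2533 at an unadjusted p under 0.05), 898 and 168 genes, 4 genes were shared by the top 50 lists, 0 of the Fig. 4B genes passed with Dex (18 at an unadjusted p under 0.05) and Bpifa1 in aged vs. adult had −1.72 (adjusted p = 0.00897).

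Tests on read counts were not run, since whole reads were not recovered from the table. The estimated depth limits the lowest values: in HDM replicate 3, Bpifa1 below 0.298 CPM was not detectable.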

Differences from the paper's values

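The tests with the 8 samples that match Fig. 5A, with a ranking by fold change alone and with the 2 settings for 7SL RNA were chosen only after the result was seen. The mean CPM of Bpifa1 in naïve adult lung was 139 over all samples, against the paper's about 25 in Fig. 5A, read by eye. In naïve aged lung it was 49.7, against the paper's about 4.2 in Fig. 5A, read by eye. For this same group Fig. 4C shows about 49 CPM, read by eye, close to the value here and unlike Fig. 5A. Fig. 4C also shows about 5.3 CPM after HDM and 26 CPM after HDM + Dex, close to the 5.43 and 26.7 CPM found here. None of the alternatives set before the data were examined, median-of-ratios rescaling (144 and 43.0 CPM) and leaving out each sample in turn (102 to 159 and 27.9 to 58.0 CPM), closed either gap. The 8 samples that match the points of Fig. 5A, chosen after seeing the values, gave 159 and 27.9 CPM and did not close it. A single factor of 0.155 relates the points to the CPM of these samples, close to 1 over the gene length in kb (0.158). A different unit in Fig. 5A could therefore account for the gap, but the match rests on points read by eye.

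The top 50 lists shared 7 genes, against the paper's about 18 in Fig. 4A. Of the alternatives set before the data were examined, leaving out HDM replicate 2 (17 genes) or HDM replicate 6 (16 genes) came close to the paper's value, and the others, from 3 to 10 genes, did not. A ranking by absolute log2 fold change with no p-value threshold, which was chosen after seeing the values, gave 18 genes, of which 7 are named in Fig. 4B.

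The paper calls Bpifa1 lower in aged than in adult naïve lung with significance. Over all 10 samples the change was −88.9 CPM (exact permutation test, p = 0.0873). For this gene alone limma gave an unadjusted p of 0.00346, and adjusted across all genes it was 0.164. The paper compares this gene alone, so the adjusted p is a stricter measure than the paper's. It also reports that SPLUNC1 protein in BAL fell with age, which was not examined here. Settings that passed 0.05 were the log2 scale (exact permutation test, p = 0.0476), leaving out naïve aged replicate 5 (exact permutation test, p = 0.0317; limma, adjusted p = 0.0171), leaving out naïve adult replicate 4 (exact permutation test, p = 0.0476), a replicate block (limma, adjusted p = 0.00897) and the 8 samples that match Fig. 5A, chosen after seeing the values (exact permutation test, p = 0.0286; limma, adjusted p = 0.00641). The 8 samples leave out the lowest adult and the highest aged value, which favors a low p. The settings without naïve aged replicate 5 or naïve adult replicate 4 do so in part. Over the limma fits the adjusted p ran from 0.00641 to 0.395.

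The paper calls Bpifa1 different between HDM and HDM + Dex. The exact permutation test gave p = 0.00758, but limma's adjusted p across all genes was 0.0875. It passed 0.05 with all 24 samples in one fit (0.0457), sample quality weights (0.0240), a sex covariate (0.0423) and without HDM + Dex replicate 7 (0.0371), in a range from 0.0240 to 0.210.

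The paper presents the 18 genes of Fig. 4B as top differentially expressed genes. For HDM vs. saline, Cyp1a1 had an adjusted p of 0.0920, and no setting run brought it under 0.05 (lowest 0.0660). For HDM + Dex vs. HDM, 3 genes passed, and at most 8 did, with sample quality weights. Of the genes that did not pass there, Cyp2a5 (adjusted p = 0.0500) passed with median-of-ratios rescaling (0.0252), quantile normalization (0.0217), a filter at 5 CPM (0.0492), all 24 samples in one fit (0.0185), weights (0.0217), both settings for 7SL RNA and several fits without one sample, in a range from 0.0138 to 0.126. Sult1d1, Tnnt2, Pon1 and Ighv5-4 also passed in some settings, with lowest adjusted p of 0.0224, 0.0194, 0.0314 and 0.0187 and highest of 0.242, 0.284, 0.324 and 0.206.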

Other observations

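The test of the scale of Fig. 5A was chosen only after the result was seen.

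Heart muscle genes differed between the aged groups. Their score, the mean log2(CPM + 1) of 19 genes, was lower after HDM than in saline by −2.46 (exact permutation test, p = 0.00126, the smallest possible; adjusted p = 0.0131 over 52 comparisons) and 1.22 higher after HDM + Dex than after HDM (exact permutation test, p = 0.0542, adjusted p = 0.116). After rescaling these differences were −2.25 and 1.20. Of the 19 genes, 8 are named in Fig. 4B, whose genes the paper chose from these same samples. The differences of the score are therefore in part set by that choice, and no score without these 8 genes is given. The score did not differ with age (0.14, exact permutation test, p = 0.675). Within groups, the 19 genes varied together from mouse to mouse, with a median pairwise correlation of residuals of 0.878. Different amounts of heart muscle tissue, such as that around the pulmonary veins or left on the lung, in the pieces sampled are a candidate explanation for a part of the genes of Fig. 4B. An effect of HDM on the heart muscle cells as a whole would also make these genes vary together and cannot be told apart from it.

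Males and females were spread unevenly over the naïve groups, with 5 adult females against 2 females and 3 males among the aged. With sex in the model, the log2 fold change of Bpifa1 in aged vs. adult was −2.46 (standard error 0.62, limma, adjusted p = 0.0989). Since no adult was male, the age difference in this fit rests on the 5 adult and the 2 aged females. Bpifa1 was thus lower with age among females, but 2 aged mice cannot settle the part of sex. The adjusted p ran from 0.00641 to 0.390 over the alternatives.

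The 8 points of Fig. 5A matched naïve adult replicates 1, 2, 3 and 5 and naïve aged replicates 1 to 4 with a single factor of 0.155 between the points and the CPM (root mean square deviation 1.76%, against 14.8% for the next of 25 choices). The gene is 6.34 kb long from its first to its last base, and 1 over this length is 0.158. The match is consistent with a figure that shows CPM divided by the length of the gene in kb. It rests on values read by eye.

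Genes whose protein or sorted-cell mRNA the paper measures elsewhere were also examined in whole lung. Ccl24 had 0.224 CPM in saline, 35.1 CPM after HDM and 11.2 CPM after HDM + Dex (HDM vs. saline 3.52, limma, adjusted p = 0.0150; HDM + Dex vs. HDM −1.20, adjusted p = 0.635). Cxcl1 rose by 1.19 after HDM (adjusted p = 0.00437) and changed by −0.61 with Dex (adjusted p = 0.269). Mmp12 rose by 5.18 after HDM (adjusted p = 8.88e-05) and was 3.51 above saline after HDM + Dex (adjusted p = 0.00903). Tgfb1 rose by 0.65 after HDM (adjusted p = 0.00841), and Nr3c1 changed by −0.47 (adjusted p = 0.0284). Col1a1 was lower in aged than in adult naïve lung (−1.42, adjusted p = 0.00147). Mmp12 went the other way with age but did not pass (1.09, adjusted p = 0.153). Il13, Il17a, Ifng and Cdkn2a lay below the filter of 1 CPM. Mean Il17a was 0.680 CPM after HDM and 0.310 CPM after HDM + Dex, and it was listed at 0.0001 in every naïve sample. Mean Cdkn2a was 0.293 CPM in naïve adult lung, 0.387 CPM in saline, 1.29 CPM after HDM and 1.11 CPM after HDM + Dex.

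Rn7sk and Rpph1, which like 7SL RNA are transcripts without a poly(A) tail, together had a median of 10366 CPM per sample (7767 to 13815 CPM). The methods describe the libraries as mRNA libraries. Why they held so much RNA without a poly(A) tail was not tested, so the type of library remains open.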
